# Comparative Transcriptomics Reveal Metabolic Rather than Genetic Control of Divergent Antioxidant Metabolism in the Primary Root Elongation Zone of Water-Stressed Cotton and Maize

**DOI:** 10.3390/antiox12020287

**Published:** 2023-01-27

**Authors:** Jian Kang, Sidharth Sen, Melvin J. Oliver, Robert E. Sharp

**Keywords:** antioxidative metabolism, *Gossypium hirsutum*, orthologs, transcriptomics, roots, sulfur metabolism, water stress, *Zea mays*

## Abstract

Under water stress, the primary root elongation zones of cotton and maize exhibit both conserved and divergent metabolic responses, including variations in sulfur and antioxidant metabolism. To explore the relative importance of metabolic and genetic controls of these responses for each species, and the extent to which responses are mediated by similar gene expression networks within the framework of ortholog groups, comparative transcriptomics analyses were conducted under conditions of equivalent tissue water stress. Ortholog analysis revealed that 86% of the transcriptome response to water stress was phylogenetically unrelated between cotton and maize. Elevated transcript abundances for genes involved in abscisic acid (ABA) biosynthesis and signaling, as well as key enzymes that enable osmotic adjustment, were conserved between the species. In contrast, antioxidant responses, at least with regard to glutathione metabolism and anti-oxidative enzymes, did not exhibit such a transcript abundance adaptive signature. In particular, previously characterized differential responses of the glutathione and sulfur metabolic pathways between cotton and maize were not evident in the transcriptomic responses. The findings indicate that the antioxidant response in both species results from a metabolic acclimation to water stress, and thus represents an example of water stress-related metabolic plasticity.

## 1. Introduction

Drought is a major limitation to crop production globally [1], and understanding how growth and development are regulated in water-stressed plants is critical for efforts to develop crops with enhanced drought tolerance [2]. Root growth is generally less inhibited than shoot growth under water deficit conditions [3], and this differential response is an important adaptation that facilitates the maintenance of water uptake from resources deeper in the soil [4,5,6]. The ability for continued primary root elongation at low soil water potentials is vital for successful seedling establishment under water-limited conditions and has been documented in a wide range of species [7,8,9]. However, the genetic and metabolic mechanisms that determine the maintenance of primary root growth at low water potentials have not been investigated extensively in species other than maize [10] and, therefore, information on the generality of mechanisms across diverse species is very limited.

In the preceding paper [11], we explored this question by comparing the metabolic responses to water stress between the primary roots of cotton (*Gossypium hirsutum* L.) and maize (*Zea mays* L.). Cotton is a dicotyledonous perennial species that is cultivated commercially as an annual, in which the primary root forms the “tap” root as the foundation of the root system. In contrast, maize is a monocotyledonous plant in which the primary root functions primarily at the seedling stage. Experimental water-deficit conditions were defined that generated stable and equivalent tissue water potentials (approximately −1.6 MPa) in the primary root elongation zone of the two species. Under these conditions, root elongation rates were steady in both species and the elongation zones showed similar responses of cell proliferation and elongation. This characterization provided the foundation for a direct comparison of the biochemical and molecular responses to water stress in the root elongation zones of the two crops. Using a combination of global untargeted metabolite profiling and standard biochemical assays, the results revealed both conserved and species-specific metabolic regulatory mechanisms. The key differences between the species were in how antioxidative and sulfur metabolism responded to the equivalent tissue water stress [11]. In particular, cotton and maize showed contrasting glutathione responses as stress duration progressed, with glutathione levels declining in cotton but remaining elevated in maize. Despite the lesser response of glutathione in the cotton root, hydrogen peroxide (H_2_O_2_) levels were lower than in maize, in association with a more robust enzymatic antioxidant defense involving inherently higher catalase and superoxide dismutase activities and a stress-induced increase in ascorbate peroxidase activity that was not seen in maize.

What remains unclear from the previous study, however, is how these metabolic changes in response to water stress are mediated. Are the changes in metabolite abundance controlled by the regulation of the associated metabolic pathways in each species, or are there underlying genetic controls of the response(s)? If the root elongation zone responses are under genetic control in both cotton and maize, could this be mediated by similar gene expression patterns in both species? Understanding how these two crops control the metabolic responses underlying root growth maintenance at low water potentials is important for determining how the responses can be manipulated for crop improvement. In this report, we addressed these open questions by investigating differentially accumulated transcripts (DATs) in the primary root elongation zones of equivalently water-stressed cotton and maize seedlings, utilizing the comparative culture system previously developed [11]. The data generated allowed for the transcriptomic assessment of the relative importance of metabolic and genetic controls for each species and a direct comparison of the transcript abundance responses between cotton and maize roots within the framework of ortholog groups.

## 2. Materials and Methods

### 2.1. Plant Materials and Growth Conditions

Cotton (cv. AU90810) and maize (cv. FR697) seedlings were grown using a vermiculite culture system as previously described [7,11], in which the imposed water deficit treatments generated equivalent water potentials in the primary root elongation zone of the two species, indicating similar levels of tissue water stress. Seeds of cotton were produced in Prattville, AL, USA, and were provided by the Regional Breeders Testing Network, Cotton Inc. (Cary, NC, USA). Seeds of maize were produced at the University of Missouri in Columbia, MO, USA by self-pollination of plants from stocks originally obtained from Illinois Foundation Seeds Inc. (Tolono, IL, USA). These genotypes were chosen for both the preceding metabolic analysis and the present study because they are relatively water stress-tolerant in terms of primary root elongation [11,12]. Briefly, when the primary roots were 5–15 mm in length, seedlings were transplanted against the inner face of Plexiglas boxes containing vermiculite media (no. 2A, Therm-O-Rock East Inc., New Eagle, PA, USA) at water potentials of −0.02 MPa (well-watered control treatment), −1.0 MPa (cotton) or −1.6 MPa (maize) (water stress treatments). The different vermiculite water potentials were achieved by thorough mixing with differing volumes of 1 mM CaSO_4_ and were measured using isopiestic thermocouple psychrometry [13]. Under these defined water-deficit conditions, the primary root elongation zone of both cotton and maize exhibited steady water potentials of approximately −1.6 MPa at 24 h from transplanting (Figure 1). It should be noted that the cotton seedlings were not grown at the same vermiculite water potential as used for maize (−1.6 MPa) because, under this condition, the cotton root tip water potential was significantly lower than in maize, indicating a relatively greater hydraulic resistance to water uptake into the cotton root elongation zone [11].

Seedlings were grown at 29 °C in the dark and at near-saturation humidity to minimize further drying of the vermiculite until harvest at 24 h and 48 h after transplanting (Figure 1). Primary root tips encompassing the whole elongation zone of cotton (12 mm for well-watered, 6 mm for water-stressed) and maize (12 mm for well-watered, 7 mm for water-stressed), as defined by analysis of cell length profiles [11], were excised, immediately frozen in liquid nitrogen, and combined to generate samples of 50–100 mg fresh weight. Three replicate samples from independent experiments were collected for each treatment. Transplanting and harvesting were conducted using a green ‘safe’ light [14].

### 2.2. RNA Extraction and Library Construction

Total RNA was extracted from the root tip samples using the RNeasy^®^ Plant Mini Kit (QIAGEN, Redwood City, CA, USA). The RNA quality and quantity in each sample were assessed using a Bioanalyzer^®^ system (Agilent, Santa Clara, CA, USA) and Qubit^®^ Fluorometer (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, USA). Extracted RNA samples were diluted with nuclease-free water to a final volume of 50 µL for cDNA synthesis and the construction of strand-specific RNA-seq libraries using the NEBNext^®^ Ultra™ II RNA Library Prep Kit (Illumina^®^, San Diego, CA, USA). mRNA was isolated with Oligo-dT Beads d(T)25 (QIAGEN, Redwood City, CA, USA) and 10 µL aliquots were primed in NEBNext First Strand Synthesis Reaction Buffer with Random Primer Mix by incubation at 94 °C. The first DNA strand was synthesized by adding 10 µL of primed RNA to 10 µL of NEBNext First Strand cDNA Synthesis Reaction Mix containing 2 µL of NEBNext First Strand Synthesis Enzyme Mix and 8 µL of nuclease-free water. Subsequently, 60 µL of NEBNext Second Strand Synthesis Reaction Mix containing 8 µL of NEBNext Second Strand Synthesis Reaction Buffer, 4 µL of NEBNext Second Strand Synthesis Enzyme Mix and 48 µL of nuclease-free water was added to 20 µL of the first-strand product. The synthesized double-strand cDNA was purified, end-repaired and ligated to the NEBNext Adaptor. The cDNA samples were mixed with NEBNext Ultra II Q5 Master Mix containing Index Primers (Forward: 5′-CAAGCAGAAGACGGCATACGAGAT-3′; Reverse: 5′-AATGATACGGCGACCACCGAGATCTACAC-3′) and amplified by PCR. A total of 45 µL of NEBNext Sample Purification Beads was added to the PCR-enriched cDNA libraries for purification. The libraries were eluted in 23 µL of 0.1× TE Buffer, and stored at −20 °C. One µL of purified DNA was loaded onto a DNA High Sensitivity Chip and analyzed using the Bioanalyzer^®^ system (Agilent, Santa Clara, CA, USA) to determine if the libraries were composed of fragments within the expected size range of approximately 300 bp and of sufficient quality for sequencing.

### 2.3. RNA-seq and Differentially Accumulated Transcripts

Samples were shipped to the University of Missouri DNA Core Facility (Columbia, MO, USA) (cotton) or GENEWIZ Inc. (South Plainfield, NJ, USA) (maize) for sequencing. Cotton and maize samples were sequenced using single-end and paired-end modes of Illumina^®^ (San Diego, CA, USA) sequencing equipment, respectively. RNA-seq data are accessible in the GEO database (Accession number: GSE221296). The quality of the raw sequencing data was determined using FASTQC (v0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; accessed on 4 December 2022). The data were processed with Hisat2 (v1.0) [15,16] for the alignment of sequence reads to the cotton (NAU-NBT v1.1) and maize (AGPv4) genomes with a specific assembly for cv. FR697 [17] and to generate output files for Htseq-count (v0.6.1), to allow for the assessment of numbers of aligned reads that overlap the exon of each gene [18]. Read counts from the cotton and maize datasets were normalized with the Trimmed Mean of M-values (TMM) method. Using normalized read counts, edgeR (v3.14.0) was used to identify transcripts that changed significantly in abundance between treatments via an associated statistical algorithm [19]. All software packages were obtained from the CyVerse platform (www.cyverse.org; accessed on 4 December 2022). The final output established a database of normalized read counts for the transcripts of each gene, which was subsequently organized to produce lists of significant DATs from comparisons between water-stressed samples with well-watered controls within each species, negating the need to adjust for differences in sequencing protocols. The significant DATs for each species were used as candidates in the ortholog analysis for cross species comparison. Details of the specific comparisons are provided in the Section 3. The pipeline for DAT analysis is shown in Figure S1.

### 2.4. GO Term and KEGG Pathway Analyses

DATs in each species were analyzed using AgriGOv2 (http://systemsbiology.cau.edu.cn/agriGOv2/; accessed on 4 November 2022) [20] to determine significantly enriched GO terms under water stress conditions. To determine which pathways were highly involved in the responses to water stress for each species, DATs were mapped to pathways in the KEGG database (https://www.kegg.jp/kegg/pathway.html; accessed on 6 November 2022) [21].

### 2.5. Ortholog Analysis

The ortholog analysis was accomplished using two strategies to robustly identify orthologs between cotton and maize. Firstly, the OMA browser (https://omabrowser.org/; accessed on 21 August 2022), an online database that provides listed orthologs between plant species, was used to generate matched orthologs between the cotton and maize genomes as described by Altenhoff et al. [22]. Secondly, OrthoFinder [23] was used to predict ortholog groups and generate matched orthologs between the two species. As inputs for Orthofinder, proteomes derived from the phylogenetic tree of plants and available on Ensembl for monocot plants (including maize), Eurosids II (including cotton), and Asterids, encompassing 29 species in total, were used. Consensus ortholog groups were generated from the intersection of the two sources. Genes that were shown to be orthologs by both methods were considered as high confidence orthologs. Orthologs that were only supported by one source were considered to be low confidence orthologs.

### 2.6. Statistical Analysis

DATs were considered significant if exhibiting a log2-fold change in transcript abundance ratios between treatments at a significance level of FDR adjusted *p*-value of ≤ 0.05 with cutoffs of log2-FC ≤ −1 or ≥ 1. GO term enrichment results were filtered based on a FDR adjusted *p*-value of ≤ 0.05 and presented as −log10 (FDR adjusted *p*-value).

## 3. Results and Discussion

### 3.1. Overview of Differentially Accumulated Transcripts

The preceding study [11] centered on a non-targeted metabolite profiling strategy to gain a comparative assessment of the metabolic state of the primary root elongation zone in cotton and maize seedlings in response to equivalent tissue water stress conditions. The results revealed both conserved and species-specific metabolic regulatory mechanisms. Here, we utilized the same experimental system for a transcriptomic determination of the relative importance of metabolic and genetic controls of the stress-induced responses.

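Cotton root tips, which contain the elongation zone, were collected in 4 groups of 3 RNA libraries, 12 in all. Well-watered seedlings grew in vermiculite at a water potential of −0.02 MPa and gave the apical 12 mm of the root at 24 h (WW24) and at 48 h (WW48) after transplanting. Water-stressed seedlings grew in vermiculite at −1 MPa and gave the apical 6 mm at 24 h (WS24) and at 48 h (WS48). WW24 served as the developmental control and WW48 as the temporal control, and the paper states that the replicates came from independent experiments. The authors aligned the reads with HISAT2, counted them per gene with HTSeq, and deposited whole-number read counts for 70477 genes beside normalized counts for 34722 of these. Counts assigned to genes ranged from 8132845 to 11316010 per library in WW24 (median 8524632), from 9632614 to 10415489 in WS24 (median 10225149), from 6433993 to 11142643 in WW48 (median 9814137) and from 9190346 to 10617773 in WS48 (median 10186089). Cotton is a tetraploid, and the paired genes of its A and D subgenomes are so alike that reads may have been split or shared between the members of a pair, a limit that applies to every single-gene value. The deposited read counts were scaled by TMM, a low-count filter left 43938 genes, and a negative binomial model was fitted to the 12 libraries together with edgeR and tested by quasi-likelihood. A transcript was called in a comparison at a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1 in either direction. Levels are given as TMM-scaled CPM, as mean ± SD with n = 3 libraries. Where a group had no read of a gene, the fold is a lower bound computed with 3 counts over that group, and where it had 1 to 3 counts the ratio is given with its counting interval. These bounds and intervals cover counting error only. Functions are those that the paper's tables give for the cotton gene IDs, many of them names of matching Arabidopsis genes, and 1767 genes have one. Of Table S6 the first 1998 of 18028 lines were held. A count over a gene family covers only the genes named there, most of them called by the study, and no other members.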

DATs were determined by comparing samples from the root elongation zone of water-stressed roots with well-watered controls. The primary comparison was conducted at 48 h after water stress imposition, at the same time as the previous metabolic assessment. At this time point, the water-stressed roots of both species had similar lengths and elongation rates (approximately 1.0 mm h^−1^) and exhibited stable root tip water potentials of approximately −1.6 MPa (Figure 1). As the water-stressed roots elongated more slowly than the well-watered roots, two well-watered control samples were utilized: a developmental control at 24 h (approximately the same root length as in the water stress treatment), and a temporal control at 48 h (same age as in the water stress treatment). DATs were defined as transcripts that significantly changed in the same direction (increased or decreased) in the water-stressed roots compared with both controls. Therefore, only changes associated with water stress and not with modifications of root development were included. 

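Several transcripts that were abundant in WS48 had no read in the 6 well-watered libraries. Expansin-like B1 (Gh_A03G0046), a relative of the wall-loosening expansins, stood at 19.0 ± 3.45 CPM (SD, n = 3), at least 163-fold higher than in WW24 and at least 174-fold higher than in WW48. Carbonic anhydrase 1 (Gh_D04G0517), which interconverts carbon dioxide and bicarbonate, stood at 14.3 ± 2.02 CPM, at least 123-fold and 131-fold higher. Copper transporter 1 (Gh_D03G1150) was at 12.0 ± 1.77 CPM, at least 103-fold and 110-fold higher. A Kunitz family protease inhibitor (Gh_D10G2219) rose from 1 count in WW24 to 1479 in WS48, a ratio of 1240 (95% exact counting interval 222 to 48900). In the other direction, a nodulin MtN21/EamA-like transporter (Gh_D01G1867) fell from 22.7 ± 23.5 CPM in WW24 and 67.7 ± 15.8 CPM in WW48 to no read in WS48, at least 211-fold and 673-fold lower. Its WW24 libraries differed widely, with 6.01, 49.5 and 12.5 CPM. Basic chitinase (Gh_D02G2286), an enzyme that degrades fungal cell walls, fell to no read as well, at least 59.8-fold and 152-fold lower. CYP76G1, a cytochrome P450 (Gh_A11G2871), fell by 7.69 and 7.56 on the log2 scale (edgeR adjusted p = 0.000189 and 0.000193).
Across the genes tested, 1569 transcripts increased and 1713 decreased in WS48/WW24, and 1397 increased and 2628 decreased in WS48/WW48. With library size alone in place of TMM, the median log2 fold change of all genes in WS48/WW24 was 0.169 (0.008 with TMM) and the share of higher calls 63.3% (47.8% with TMM). Without WW24 replicate 2, 2506 transcripts increased in WS48/WW24, and 1582, 1588 and 1546 decreased in WS48/WW48 without WW48 replicate 2, WS48 replicate 1 and WS48 replicate 3. A model fitted to WS48 and WW24 alone called 846 increases and 910 decreases. Both comparisons use the same WS48 libraries, so their fold changes correlate even with no effect. Across genes, which are not independent replicates, r was 0.558, against 0.485 between simulated unchanged groups (20 draws), and the covariance was 0.472 against 0.067. In these comparisons 28 transcripts passed in opposite directions. Groups of 3 could not be split further, so part of the overlap may come from the shared libraries.
Markers of other root tissues, whose share can differ between tips of 6 and 12 mm, were counted by the same rule on lists taken from functions in the paper's tables, which name mainly genes the study called on these samples. Counts adjusted over a list alone, here and below, thus start mostly from genes already picked for low p-values in these libraries. They tend to be higher for that reason, control no error rate and are description only. Of 13 genes of dividing cells, 8 increased and 3 decreased (8 and 4 adjusted over the list alone), among them tubulin beta 8 (Gh_D03G1454), with log2 fold changes of 1.3 against WW24 and 2.29 against WW48 (edgeR adjusted p = 0.000174 and 6.36e-06). The decreases among these numbered 0 without WW24 replicate 2, WW48 replicate 1 or WS48 replicate 1 and 1 without WW48 replicate 2 or WS48 replicates 2 or 3, and 0 at an adjusted p of 0.01, in a fit of the compared groups alone or without replicate 2 of WW24, WW48 and WS48 together; the increases numbered 3 in that fit of the compared groups and 5 at an adjusted p of 0.01. Of 12 xylem genes 4 decreased and 8 did not pass (12 decreased adjusted over the list alone), and of 19 phloem genes 3 decreased and 16 did not pass (5 decreased adjusted over the list alone). The decreased xylem genes numbered 10 without WW24 replicate 1, 8 with DESeq2, the exact test or a likelihood-ratio test and 1 without WS48 replicates 1 or 3, at an adjusted p of 0.01 or in a fit of the compared groups alone, and the decreased phloem genes 5 with the exact test or a likelihood-ratio test. Of 5 root hair genes 3 increased and 2 did not pass (3 increased and 2 decreased adjusted over the list alone); 1 increased at an adjusted p of 0.01, and 2 decreased with DESeq2 or a likelihood-ratio test and 1 with the exact test or without WW24 replicates 1 or 2. The root cap gene tested increased (1 adjusted over the list alone), and of 4 photosynthetic genes 2 increased and 2 decreased, the same when adjusted over the list alone. The photosynthetic decreases numbered 1 without WW24 replicate 3, without WS48 replicates 2 or 3 without any single WS24 or WW48 library, with limma-voom, at an adjusted p of 0.01, in a quasi-likelihood fit with the authors' filter or in a fit of the compared groups alone, where the increases numbered 1 too.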

The well-watered 24 h samples also served as a temporal control for water-stressed samples collected 24 h after stress imposition. This secondary comparison was used to assess whether the transcriptomic changes at 48 h reflected a steady stress response. 

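Roots stressed for 24 h had already changed widely against WW24. PYR1-like 4 (Gh_D05G2920), an ABA receptor, fell from 8.87 ± 0.379 CPM to 0.22 ± 0.235 CPM (SD, n = 3), a log2 fold change of −5.22 (SE 0.43, edgeR adjusted p = 1.41e-05). Beta-amylase 1 (Gh_D09G0578), which releases maltose from starch, rose from 0.375 ± 0.235 CPM to 14.6 ± 0.14 CPM, a log2 fold change of 5.21 (SE 0.27, edgeR adjusted p = 5.49e-07). Expansin A10 (Gh_A13G0672), which loosens cell walls, rose from 1.88 ± 1.27 CPM to 34.5 ± 2.15 CPM, and xyloglucan endotransglucosylase/hydrolase 9 (Gh_D13G0639), which rejoins wall xyloglucans, fell from 39.6 ± 23.3 CPM to 5.86 ± 1.43 CPM (edgeR adjusted p = 2.92e-05 and 0.000303). In all, 1647 transcripts increased and 2165 decreased in WS24/WW24. The decreases numbered 1382, 1255 and 1402 without WS24 replicates 1, 2 and 3 in turn and 1182 in a fit of WS24 and WW24 alone. With library size alone in place of TMM the median log2 fold change of all genes was 0.147, and the share of higher calls was 55.7% against 43.2% with TMM.
The first principal component of the 12 libraries held 46% of the variance and the second 19.9%. WS24 lay between −105 and −90.9 on the first, WS48 between −53.2 and −8.9, and WW48 between 97.6 and 148. WW24 replicates 1 and 3 lay at −29.1 and −6.1, whereas WW24 replicate 2 lay at 90.4; on the second, WW24 replicates 1, 2 and 3 lay at −93.9, −82.1 and −84.8 and WW48 between 1.5 and 58.6. In that library laccase 14 (Gh_A05G2114), an enzyme of lignin polymerization used here as a xylem marker, was at 204 CPM, against 37.4 and 53.2 CPM in WW24 replicates 1 and 3.

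**Figure D1:**
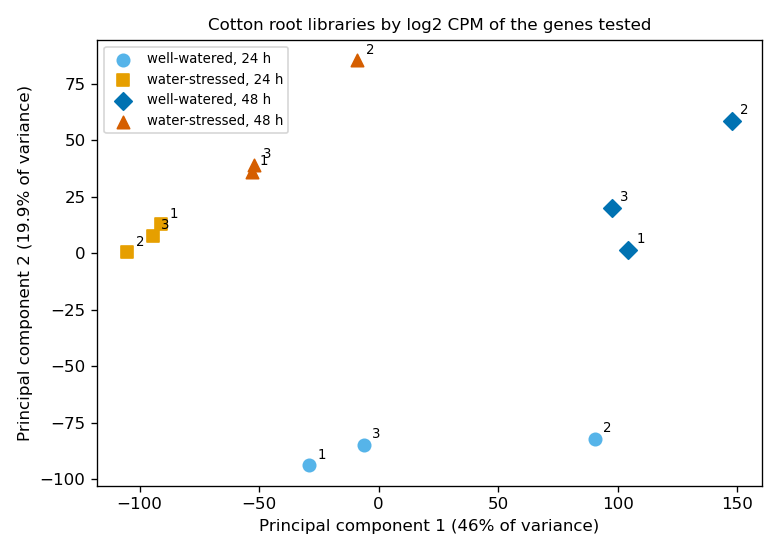
Position of the 12 cotton libraries on the first (46% of the variance) and second (19.9%) principal components of their log2 CPM, 1 point per library and 1 colour per group. WW24 replicate 2 lies at 90.4 on the first component, apart from the other WW24 libraries at −29.1 and −6.1, and with them on the second, at −82.1 beside −93.9 and −84.8.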

A well-watered developmental control for the 24 h water-stressed samples was not collected.

DATs at 48 h after water stress imposition were analyzed to determine enriched GO terms. All significant biological process terms in cotton, with their corresponding values in maize, plus 10 additional biological process terms with the highest significances in maize but not represented in cotton, are shown in Figure 2. The GO term enrichment results for all significant biological process, molecular function and cellular component categories terms are summarized in Supplemental Data S1. To determine pathways that were highly involved in the responses to water stress, DATs in each species were mapped to pathways in the KEGG database. The 20 highest ranked pathways in each species (according to the number of participating DATs), together with pathway differences that were distinguished between the species, are presented in Figure 3.

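After 48 h of stress, transcripts of desiccation-protective proteins were among those higher than in both controls. Of 15 genes of late embryogenesis abundant proteins and dehydrins, hydrophilic proteins that protect cells under dehydration, 12 increased and 3 decreased, and as many when adjusted over the list alone. CAP160 (Gh_A12G2329) had no read in the well-watered libraries and 11.2 ± 4.11 CPM in WS48 (SD, n = 3), at least 94.8-fold over WW24. A dehydrin (Gh_D11G1826) rose by a ratio of 115 (95% exact counting interval 31.7 to 958) over WW24, and a late embryogenesis abundant protein (Gh_D09G0821) had log2 fold changes of 4.47 against WW24 and 4.05 against WW48 (edgeR adjusted p = 1.9e-05 and 2.93e-05). Of 15 genes of heat shock proteins, their cochaperones and heat shock factors, which refold other proteins or control such genes, 6 increased and 8 decreased (7 and 8 adjusted over the list alone). Heat shock protein 70 (Gh_A13G2046) had log2 fold changes of 3.6 against WW24 and 3.57 against WW48 (edgeR adjusted p = 0.00015 and 0.000124). A DnaJ-domain chaperone (Gh_D12G1290) fell from 6.56 ± 4.79 CPM in WW24 and 4.65 ± 1.55 CPM in WW48 to 2 counts over the WS48 libraries, ratios of 93.2 (95% exact counting interval 25.4 to 777) and 75.1 (95% exact counting interval 20.4 to 627). Both lists hold genes named in Table S1, which the study chose on these samples, and are not independent evidence of a direction.
In all, 721 DATs increased and 949 decreased against both controls, each called in WS48/WW24 and in WS48/WW48; with library size alone in place of TMM 864 increased and 826 decreased. Independent lists of the sizes called in these comparisons would share 49.9 increases and 102 decreases. In 1648 of these 1670 DATs the 3 WS48 libraries lay beyond the 6 well-watered libraries, an arrangement that the definition of a DAT favours. Of the transcripts that Table S1 lists, 1518 were among the genes tested, 529 of those it gives as increased and 761 of those it gives as decreased were DATs here, and no transcript was called the opposite way. Of the 228 tested but not called, 154 missed the adjusted p in WS48/WW24, 91 missed it in WS48/WW48 and 19 missed the fold change in one of them. In simulated counts with 200 genes changed by known amounts, edgeR recovered 59.7% of those changed by 1.5 (log2), 76.1% at 2 and 84.8% at 3, with 2 false calls among 43938 genes. The simulation drew from the fitted model, with no library that stands apart and far fewer changed genes. Its false calls are therefore not the error rate of the DATs. A fit limited to the compared groups called 568 decreased DATs, leaving out WS48 replicate 3 called 619, and leaving out WW24 replicate 2 called 874 increased and 763 decreased. A quasi-likelihood test of whether the change exceeded 1 in log2 (glmTreat), rather than 0, called 197 increased and 197 decreased, and 93 of the 182 DATs chosen for naming. Where settings that end the call of a single gene are listed, glmTreat is left out.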

In cotton, 591 DATs increased, and 931 DATs decreased in abundance at 48 h after stress imposition (Table S1). Of these, 87% (90% of positive DATs and 86% of negative DATs) exhibited similar responses at 24 h, indicating a stable transcriptomic response. 

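For most 48 h DATs the change was present at 24 h. Highly ABA-induced PP2C gene 2 (Gh_D05G3907), a phosphatase of ABA signaling, had a log2 fold change of 5.76 (SE 0.30, edgeR adjusted p = 5.02e-07) in WS24/WW24, beside 5.61 in WS48/WW24. A methylenetetrahydrofolate reductase family protein (Gh_D11G1706) fell by 3.2 (log2) at 24 h and by 2.09 at 48 h against the same control (edgeR adjusted p = 3.38e-07 and 5.2e-06). A lipid transfer protein (Gh_A11G0236) fell from 357 ± 128 CPM in WW24 (SD, n = 3) to 1.47 ± 0.403 CPM in WS24 (edgeR adjusted p = 3.79e-07) and stood at 11.3 ± 1.91 CPM in WS48. Other DATs did not pass at 24 h: a MATE efflux family protein (Gh_D06G0667), a membrane carrier, had a log2 fold change of −0.5 (SE 0.25, edgeR adjusted p = 0.2) in WS24/WW24, and galactinol synthase 1 (Gh_A11G0980), which makes the galactosyl donor of raffinose, one of 1.24 (SE 0.45, edgeR adjusted p = 0.0847). The MATE gene was not a DAT without WS48 replicate 3 or at an adjusted p of 0.01, nor galactinol synthase 1 without WW48 replicates 2 or 3, without WS48 replicates 1, 2 or 3, in a fit of the compared groups alone or at an adjusted p of 0.01. Of the 1670 DATs, 85% were called in the same direction in WS24/WW24, that is 87.5% of the increased and 83.1% of the decreased DATs. The paper's own 24 h values in Table S1 have the direction of the DAT, past its thresholds, in 87.6% of the listed transcripts. From the share of 48 h DATs with a similar response at 24 h, the paper reasons to a stable transcriptomic response. By direction alone, with no threshold at 24 h, the share was 99.6%. WS24/WW24 shares its WW24 libraries with the DAT definition: over transcripts called in WS48/WW48, which has no library in common with it, 48.3% were called in the same direction at 24 h (58.9% of the increased and 42.7% of the decreased). That set also drops the call against WW24, so it can hold transcripts that differ between the controls (2106 were called in WW48/WW24). The gap to 85% therefore does not measure the effect of the shared libraries alone. Across genes, which are not independent replicates, the fold changes of these separate comparisons had r = 0.688 and a covariance of 0.583, against −0.000446 and −6.21e-05 in simulated unchanged groups. The simulation drew each library on its own, which fixed the lack of correlation between comparisons with no common library. It held no deviations shared across groups and no library that stands apart. It therefore cannot show what such deviations would give in the real libraries. Independent lists of their sizes would share 52.4 increases and 130 decreases, and 823 and 1123 were shared. For WS48/WW24 and WS24/WW24, which share WW24, r was 0.714 against 0.517 in simulated unchanged groups and the covariance 0.615 against 0.0718. Of their calls 931 increases and 1152 decreases were shared, where independent lists would share 58.8 and 84.4, and part of that excess may come from the shared controls. At both times stressed tips of 6 mm were set against watered tips of 12 mm. A lasting difference in the share of tissues thus cannot be told apart from a stable response to stress.
The difference between the stress effect at 48 h and at 24 h was also tested for each transcript. No transcript passed with edgeR's quasi-likelihood test (lowest adjusted p = 0.0664), although 5160 had an unadjusted p under 0.05. DESeq2 called 399 transcripts, edgeR's likelihood-ratio test 436 and the quasi-likelihood test 1693 once WW24 replicate 2 was left out, 8 without WW24 replicate 3 and 3 without WW48 replicate 1.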

Of the 1522 total DATs in cotton, 1019 were assigned GO terms and subjected to GO category enrichment analysis that spanned 20 biological processes (Figure 2 and Figure S1; Supplementary Data S1) and 253 were mapped to 40 metabolic pathways (Figure 3; Table S3). 

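Among the cotton GO terms of Supplementary Data S1, genes of phosphate removal mostly rose and those of wall xyloglucan transfer mostly fell. Of 20 genes of dephosphorylation, 18 increased and 2 did not pass (18 increased and 2 decreased adjusted over the list alone), and all 14 of protein dephosphorylation increased, most of them PP2C phosphatases. A PP2C family protein (Gh_A12G2380) went from 3.74 ± 1.04 CPM in WW24 and 3.33 ± 0.815 CPM in WW48 to 29.0 ± 3.68 CPM in WS48 (SD, n = 3), log2 fold changes of 2.98 against WW24 and 3.15 against WW48 (edgeR adjusted p = 8.83e-06 and 8.38e-06). Of 12 genes of xyloglucan:xyloglucosyl transferase activity, 8 decreased and 4 did not pass (11 decreased adjusted over the list alone). Of 18 genes of polygalacturonase activity, enzymes that degrade pectin, 12 increased, 4 decreased and 2 did not pass (14 and 4 adjusted over the list alone). A pectin lyase-like protein (Gh_A04G0823) had log2 fold changes of 3.1 against WW24 and 2.37 against WW48 (edgeR adjusted p = 8.49e-05 and 0.000309), while another (Gh_D08G1272) had −1.68 and −2.33 (edgeR adjusted p = 0.00131 and 0.000138). Of 22 genes of cell wall organization or biogenesis, 7 increased and 12 decreased (8 and 14 adjusted over the list alone). Of 21 genes of response to oxidative stress, 4 increased and 13 decreased (4 and 16 adjusted over the list alone). Of 5 genes of proline metabolic process, 3 increased and 2 decreased, and trehalose biosynthetic process split into 4 of each, the same when adjusted over the list alone. The terms were formed from transcripts the study called on these samples and are not independent evidence of a direction. The increased genes of response to oxidative stress numbered 2 without WW24 replicates 1 or 3 or any one WS48 library, at an adjusted p of 0.01 or in a fit of the compared groups alone, and the decreased genes of trehalose biosynthesis 2 without WW48 replicate 1 or WS48 replicates 1 or 3 or at an adjusted p of 0.01. At an adjusted p of 0.01 the decreased xyloglucosyl transferases numbered 5 (5 also in a fit of the compared groups alone) and the decreases of cell wall organization 6, and 2 genes of dephosphorylation decreased with DESeq2, the exact test or a likelihood-ratio test and 1 without WW24 replicates 1 or 2 or WW48 replicate 3.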

In water-stressed maize roots, 886 DATs increased, and 746 DATs decreased in abundance at the 48 h time point (Table S2). Of these, 92% (96% of positive DATs and 86% of negative DATs) exhibited similar responses at 24 h, indicating a stable transcriptomic response as seen for cotton. Of the 1632 total DATs in maize, 1317 were assigned GO terms and subjected to GO category enrichment analysis that spanned 54 biological processes (Figure 2 and Figure S2; Supplementary Data S1) and 277 were mapped to 40 metabolic pathways (Figure 3; Table S3).

The GO category enrichment analysis of the cotton and maize transcriptome responses underscores both the similarities and differences between the primary root elongation zone response to water stress in the two species (Figure 2). It appears that the stress response was more expansive, involving more biological processes, in maize compared with cotton, even though the tissue water status and cellular growth responses were almost identical in the two species [11]. This may be a reflection of the adaptation of cotton to more arid environments [24,25]. It is noteworthy, in this regard, that only the maize primary root elongation zone was enriched for transcripts that are classified as responsive to abscisic acid (ABA), which is an important phytohormone in many responses to abiotic stress [26]. In cotton, the transcriptome responded to water deficit-stress primarily by altering the abundance of transcripts involved in carbohydrate and amino acid metabolism, presumably in association with osmoregulatory responses [27,28,29,30]. 

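Transcripts of starch metabolism mostly rose under stress, and those of sugar carriers mostly fell. Of 15 tested starch genes, 13 increased and 2 decreased, and as many when adjusted over the list alone; all are transcripts of Table S1, which the study chose on these samples. Beta-amylase 1 (Gh_D09G0578) had log2 fold changes of 4.55 against WW24 and 3.46 against WW48 (edgeR adjusted p = 3.6e-06 and 7.73e-06). Chloroplast beta-amylase (Gh_D12G2112), another starch-degrading enzyme, fell from 12.9 ± 4.14 CPM in WW24 (SD, n = 3) and 16.2 ± 1.46 CPM in WW48 to 0.288 ± 0.0877 CPM in WS48 (edgeR adjusted p = 6.95e-06 and 6.56e-06), and Gh_A12G1931, of the same name, to no read, at least 35.9-fold and 34-fold lower. The tested genes of trehalose phosphatase/synthase, 2 of 2, increased, also when adjusted over the list alone, of which Gh_D08G1695 had 1.74 against WW24 and 1.13 against WW48 (edgeR adjusted p = 9.36e-05 and 0.00127). That gene was not called without WW48 replicate 3. Haloacid dehalogenase-like hydrolases, which the paper's GO lists place in trehalose biosynthesis, went both ways: Gh_D11G2201 rose by 2.96 and 1.76 (log2) and Gh_D03G1545 fell by 2.21 and 1.76 (edgeR adjusted p at most 0.000866). Of 14 sugar carriers, 3 increased and 11 decreased (as many adjusted over the list alone), and 1 increased with RLE factors, in a fit of the compared groups alone or without WW24 replicate 2, WS24 replicates 2 or 3, WW48 replicates 1 or 3 or WS48 replicates 1 or 2, and 0 at an adjusted p of 0.01, with glmTreat or without replicate 2 of WW24, WW48 and WS48 together. Sucrose-proton symporter 2, which loads sucrose across the plasma membrane, fell in both of its named genes: Gh_A02G0626 by 3.42 and 3.77 (log2) and Gh_D02G2392 by 3.13 and 2.94, with edgeR adjusted p of 3.53e-05 or less. The 3 that increased are nucleotide-sugar transporters, and the others SWEET (nodulin MtN3), SUC and sugar transporter 1 genes. Of 19 phloem marker genes 3 decreased and 16 did not pass, with a median log2 fold change of −0.84 (interquartile range −2.18 to −0.08) in WS48/WW48, between tips of 6 and 12 mm.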

The maize transcriptome also responded to water stress by impacting the abundance of transcripts involved in osmoregulatory processes. However, unlike cotton, the maize response also involved transcripts related to ROS metabolism that are commonly associated with water deficit stress and other abiotic stress conditions [31]. The majority of the maize DATs associated with ROS metabolism (Table S4) were cytochrome P450 proteins, which, as discussed later, are likely involved in membrane repair associated with ROS activity. There were also several peroxidase DATs and two catalase DATs that accumulated in response to the water deficit treatment of maize. However, as demonstrated in the previous study by Kang et al. [11], the increases in catalase transcript abundance did not equate to an increase in enzyme activity. This observation supports the results of our metabolic study, which demonstrated that the maize primary root elongation zone experienced significantly increased levels of H_2_O_2_ during the water-stress treatment, whereas this response was not observed in the cotton counterpart [11].

The KEGG pathway analysis and comparison of the water-stress responsive DATs between the root elongation zones of the two species (Figure 3 and Table S3) allow for a closer look at the transcriptomic response in relation to the physiological, metabolomic and enzymatic analyses of these tissues [11]. Overall, the analysis revealed that pathways represented by significant alterations in transcript abundance were largely similar in the two species and consistent with the GO category enrichment analysis. However, steroid biosynthesis and fatty acid elongation pathway DATs are represented in the water-stressed maize root elongation zone but not in the equivalent tissue in cotton, and the riboflavin pathway is represented in the water-stressed cotton DATs but not in maize. 

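In the cotton libraries the transcripts of the fatty acid degradation pathway in Table S5 mostly fell: of 5, 1 increased and 4 decreased, the same when adjusted over the list alone. Alcohol dehydrogenase 1 (Gh_D11G0606), which interconverts ethanol and acetaldehyde, rose from 1.51 ± 0.54 CPM in WW24 and 1.11 ± 0.0321 CPM in WW48 to 8.13 ± 0.927 CPM in WS48 (SD, n = 3), log2 fold changes of 2.44 against WW24 and 2.85 against WW48 (edgeR adjusted p = 0.000181 and 6.71e-05). Peroxisomal 3-ketoacyl-CoA thiolase 3, the last enzyme of a beta-oxidation round, fell in both of its genes: Gh_D07G1557 by 2.07 and 2.36 (log2; edgeR adjusted p = 0.00312 and 0.0012) and Gh_A07G1461 by 1.49 and 1.85 (edgeR adjusted p = 0.0114 and 0.00301). The zinc-binding alcohol dehydrogenases Gh_D01G0907 and Gh_A01G0872 fell by 1.68 and 1.3 against WW24 (edgeR adjusted p = 0.00251 and 0.00263) and by 1.4 and 1.15 against WW48 (edgeR adjusted p = 0.00616 and 0.0047). The study chose these transcripts on these samples, so they are not independent evidence of a direction. Gh_A07G1461 was not called without WW24 replicate 2, without WS48 replicate 1, in a fit of the compared groups alone or at an adjusted p of 0.01, and Gh_A01G0872 was not called without WW48 replicate 1 or without replicate 2 of WW24, WW48 and WS48 together. Of the 1670 DATs, 1151 have a function in the parts of the paper's tables held here, and 0 of them name sterol synthesis or fatty acid elongation; no gene tested carries such a function there, 519 DATs carry none there, and Table S6 was held only as the first 1998 of 18028 lines.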

In the metabolite profiling of the primary root elongation zones of these two species, the analysis of plant sterols was limited to six metabolites; 3-hydroxy-3-methylglutarate, beta-sitosterol, campesterol, ergosterol, fucosterol, and stigmasterol [11]. In water-stressed cotton roots, only beta-sitosterol and stigmasterol exhibited positive changes in abundance, whereas in the equivalent tissues for maize, beta-sitosterol and ergosterol significantly increased in abundance whilst the remaining three sterols declined significantly. The changes in sterol levels observed in water-stressed cotton roots were not reflected in significant changes in the abundance of transcripts involved in sterol biosynthesis. No cotton DATs could be attributed to this aspect of metabolism (Figure 3), which, therefore, is likely controlled at the physiological and metabolic levels in the cotton root. In the maize root elongation zone, in contrast, 33 DATs were associated with the response of steroid metabolism to water stress (Figure 3 and Table S3), 18 of which increased in abundance (Table S5). The difference in the number of DATs associated with steroid metabolism between the species, zero in cotton and 33 in maize, is suggestive of a physiological and metabolic water stress response in the maize root elongation zone that is lacking in cotton. Seventeen of the DATs that accumulated in maize were transcripts that encode P450 proteins, and the remaining transcript encodes a sterol methyltransferase. As the most common reactions catalyzed by P450 proteins are hydroxylation and desaturation [32], it is possible that water stress initiates the modification, damage, or repair of membrane phytosterols in the maize root elongation zone, but this is speculative. Further understanding of the sterol-related responses to water stress requires a dedicated analysis of sterol metabolism in the root elongation zone for both species.

In the maize primary root, water stress-positive DATs associated with fatty acid elongation primarily encode 3-ketoacyl-CoA synthases (5 of 6), with a single transcript encoding beta-ketoacyl reductase 1 (Table S5). The proteins encoded by these transcripts are components of the endoplasmic reticulum membrane-bound fatty acid elongase complex [33], which synthesizes very-long-chain fatty acids that in leaves are incorporated into cuticular waxes and in roots into suberin [34]. The measurement of suberin levels in maize (or cotton) primary roots in response to water stress was not a feature of our previous metabolic report [11], but a water stress-induced increase in suberin has been reported for maize roots [35]. In addition, ABA, which increases in the elongation zone of water-stressed maize primary roots [14], also promotes suberin biosynthesis and deposition [36]. Changes in suberin levels can have significant effects on the hydraulic conductivity of roots, as discussed in Grünhoffer et al. [35].

The lone KEGG pathway that was populated by stress-responsive DATs only in the cotton primary root elongation zone was the riboflavin pathway, which was exclusively represented by positive changes in the abundance of transcripts encoding purple acid phosphatases (Table S5). These enzymes are commonly associated with phosphate starvation and are secreted into the rhizosphere to scavenge for this element [37]. 

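All 4 purple acid phosphatases of the riboflavin pathway in Table S5 increased (4 adjusted over the list alone). These enzymes release phosphate from organic esters. Purple acid phosphatase 10 (Gh_A06G1838) rose from 1.55 ± 0.918 CPM in WW24 and 1.88 ± 0.386 CPM in WW48 to 20.1 ± 3.4 CPM in WS48 (SD, n = 3), log2 fold changes of 3.74 against WW24 and 3.44 against WW48 (edgeR adjusted p = 9.79e-06 and 1.59e-05). Purple acid phosphatase 17 (Gh_D11G0018) had 3.21 against WW24 and 2.04 against WW48 (edgeR adjusted p = 0.000196 and 0.00148), and purple acid phosphatase 12 (Gh_A05G1622) had 2.04 and 2.29 (edgeR adjusted p = 0.00443 and 0.00227). Purple acid phosphatase 22 (Gh_D04G0974) had 1.62 and 1.75 (edgeR adjusted p = 0.0036 and 0.00208), and at 24 h its log2 fold change was 0.88 (SE 0.29, edgeR adjusted p = 0.0651). Another gene of the family in Table S1 (Gh_A13G0731), outside the pathway, had −1.03 and −1.13 (edgeR adjusted p = 0.0186 and 0.0101), so the family list holds 4 increases and 1 decrease, also when adjusted over the list alone. That decrease was not called without WW24 replicate 2, without WS48 replicate 2, in a fit of the compared groups alone, with library size alone, at an adjusted p of 0.01, with a prior count of 2 or without replicate 2 of WW24, WW48 and WS48 together. Among phosphate transport genes 1 increased and 1 decreased (1 and 2 adjusted over the list alone, and 2 decreased without WW48 replicate 2): an SPX domain carrier (Gh_A12G0944) rose by a ratio of 57.7 (95% exact counting interval 15.7 to 481) over WW24 and by 4.06 (log2) against WW48 (edgeR adjusted p = 0.000342), and phosphate 1 (Gh_D10G1565), which exports phosphate to the xylem, fell by 1.09 and 2.32 (edgeR adjusted p = 0.0287 and 0.000271). Gh_D10G1565 was not called without WW24 replicates 2 or 3, without WS48 replicates 1, 2 or 3, in a fit of the compared groups alone, with limma-voom, with library size alone, at an adjusted p of 0.01 or without replicate 2 of WW24, WW48 and WS48 together. The lists were drawn from transcripts the study called on these samples and are not independent evidence of a direction.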

The vermiculite system used in this study was designed to rely on stored seed reserves to fuel the growth of the seedlings. It is possible that for cotton there are insufficient stores of phosphate to cope with the rigors of a water deficit stress and, thus, the seedling responds by increasing the transcript abundance of purple acid phosphatases. It is worth noting that drought tolerance in cotton is closely linked to soil phosphate levels—the more phosphate in the soil, the more tolerant cotton is to the effects of drought [38,39].

### 3.2. Antioxidative and Sulfur Metabolism

In the preceding metabolic study, alterations in antioxidative and sulfur metabolism, primarily involving differential responses of glutathione levels, were identified as key metabolic differences between the water stress responses of the cotton and maize primary root elongation zones [11]. The seminal observation was that, in cotton, glutathione levels declined during the 48 h water stress treatment, whereas in maize, glutathione levels in water-stressed roots were significantly elevated above the well-watered control levels throughout the experiments. Interestingly, the transcriptome data do not predict or correlate with these observations in either species, as evidenced by the KEGG analysis of DATs (Figure 3, Table S5). In cotton, no DATs that encode any of the key enzymes in the glutathione cycle exhibited a decrease in transcript abundance. This is also the case for the transcriptome response of water-stressed maize roots, which did not include DATs encoding glutathione cycle enzymes, whether representing transcripts that increased or decreased in abundance (Figure 3, Table S5). The water stress-responsive transcriptomes of both species include DATs associated with the glutathione pathway, but all are associated with processes that utilize glutathione rather than contribute to its synthesis or direct conversion between the reduced and oxidized forms. 

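Of the tested genes of glutathione S-transferase (GST), an enzyme that conjugates glutathione to electrophiles, 1 of 5 was a DAT. GST TAU 19 (Gh_D13G1617) rose from 1.36 ± 0.731 CPM in WW24 and 5.37 ± 0.995 CPM in WW48 to 17.8 ± 12.9 CPM in WS48 (SD, n = 3). Its log2 fold changes were 3.64 against WW24 and 1.74 against WW48 (edgeR adjusted p = 0.000827 and 0.0208), and at 24 h 0.83 (SE 0.56, edgeR adjusted p = 0.36). The WS48 libraries held 9.21, 32.6 and 11.5 CPM, and the gene was not called without WW48 replicates 1, 2 or 3, without WS48 replicate 2 or at an adjusted p of 0.01. The other 4, all named GST TAU 8, were not DATs, which need a call against both controls. Over the 5 genes the median log2 fold change was 0.88 against WW24 and −2.14 against WW48. Gh_A09G1509 held 59.6, 220.4 and 74.6 CPM in the WW24 libraries, 643, 1282 and 636 in WW48 and 70.6, 412 and 64.9 in WS48. Gh_D09G1520 held 43.9, 253 and 77.8 CPM in WW24, 952, 1339 and 726 in WW48 and 152, 386 and 147 in WS48. Gh_A09G1508 held 17.2, 84 and 28.6 CPM in WW48 and 3.07, 6.53 and 3.81 in WS48. In Gh_A09G1508, Gh_A09G1509 and Gh_D09G1520 every WS48 library lay below every WW48 library. Gh_A09G1510 held 1.82, 53.5 and 2.33 CPM in the WS48 libraries, with a log2 fold change of −0.13 (SE 0.93, edgeR adjusted p = 0.944) against WW48: its sign turned without WW48 replicate 3 (0.49), without WS48 replicate 1 (0.41) and without WS48 replicate 3 (0.39), and the Gh_A09G1510 WS48/WW48 value was −3.35 (adjusted p = 0.00585) without WS48 replicate 2 and −0.52 without WW48 replicate 1. Adjusted over the list alone, 1 increased. The GST TAU 8 genes share a name, and how alike their sequences are was not measured, so shared reads stay possible. In the parts of the paper's tables held here (of Table S6 the first 1998 of 18028 lines), no tested gene carries a function of the glutathione cycle, so its transcripts were not tested by name.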

DATs encoding glutathione S-transferases (GST) occurred in the stress-responsive transcriptomes of both species; in cotton, a single GST DAT exhibited an increase in abundance, whereas in maize there were seven GST DATs that all declined in abundance. GSTs catalyze the conjugation of glutathione (in the reduced form, GSH) to a wide range of electrophilic substrates and often function as detoxifying agents to remove toxic lipid peroxidation products and damaged DNA products resulting from oxidative stress [40]. It is possible that an increase in GST activity resulting from an increase in transcript abundance (assuming it is translated) might lead to the decline in glutathione levels observed in the primary root elongation zone of cotton during water stress. Conversely, a decrease in GST activity resulting from the decline in transcript abundance for seven GSTs might lead to an increase in glutathione in water-stressed maize roots, but this seems unlikely. Such a scenario would require greater oxidative stress in the cotton root elongation zone during water stress and a diminished level of oxidative stress in the maize counterpart, requiring greater and lesser protection, respectively. However, this is the opposite of what we observed in our metabolite study [11]. It is more likely that the decline of glutathione in cotton and increase of glutathione in maize primary root elongation zones during water stress are controlled by metabolic regulation of the glutathione cycle and not by changes in the transcripts encoding proteins that are indirectly associated with the pathway (summarized in Figure 4).

In conjunction with the contrasting water stress-induced changes in glutathione metabolism between the elongation zones of cotton and maize primary roots, sulfate levels declined significantly in cotton and increased significantly in the maize root tissues [11]. The transcriptomes for each species exhibited DATs encoding sulfate transporter proteins that have the potential to mediate these changes. In cotton, two sulfate transporter DATs decreased in abundance and one increased in abundance and, if the transcript abundance reflects the associated protein abundance, the net effect would be a reduction in sulfate uptake as suggested by the metabolomic analysis. It could also be possible that the decrease in sulfate levels in the root tissues activates the increase in abundance of one of the sulfate transporter genes, but it was insufficient to negate the loss of sulfate at 48 h after water stress imposition. 

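Sulfate transporters moved both ways: of 4 genes 1 increased, 2 decreased and 1 did not pass. With a gene of a sulfite exporter family the list of sulfate transport held 5 genes, of which 1 increased, 3 decreased and 1 did not pass (1 and 4 adjusted over the list alone), all of them transcripts the study called on these samples and so not independent evidence of a direction. Sulfate transporter 3;1 (Gh_D12G0026) fell from 21.3 ± 7.5 CPM in WW24 and 29.4 ± 5.61 CPM in WW48 to 2.68 ± 1.19 CPM in WS48 (SD, n = 3), log2 fold changes of −2.98 against WW24 and −3.44 against WW48 (edgeR adjusted p = 0.000109 and 3.53e-05). A second gene of that name (Gh_A12G0022), which may share reads with it, fell by 1.86 and 2.2 on the log2 scale (edgeR adjusted p = 0.000803 and 0.000237). The transcript that increased, a sulfate transmembrane transporter (Gh_D10G0693), went from 2.64 ± 0.964 CPM in WW24 and 3.19 ± 1.09 CPM in WW48 to 6.97 ± 0.873 CPM in WS48, log2 fold changes of 1.42 against WW24 and 1.16 against WW48 (edgeR adjusted p = 0.00859 and 0.0189). It was not called without WW48 replicate 3, without WS48 replicates 2 or 3 or at an adjusted p of 0.01. A TauE/SafE sulfite exporter family protein (Gh_A05G0386) fell from 89.0 ± 30.0 CPM and 109.8 ± 13.6 CPM to 31.8 ± 3.79 CPM (edgeR adjusted p = 0.000752 and 0.000203). A STAS domain sulfate transporter (Gh_A05G1971) did not pass, with log2 fold changes of −1.36 against WW24 and −1.56 against WW48 (edgeR adjusted p = 0.0595 and 0.0289), but was called decreased without WW24 replicate 1, without WS48 replicate 2, with DESeq2, with a likelihood-ratio test or without replicate 2 of WW24, WW48 and WS48 together.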

In the elongation zone of water-stressed maize roots, two sulfate transporter DATs increased in abundance and two decreased, in association with the net increase in sulfate level. Without detailed genetic and biochemical studies it is difficult to determine if the changes in transcript abundance in the root tissues of either species were associated with changes in the genetic control of sulfate uptake, or whether physiological changes in the root elongation zones during exposure to water stress resulted in the contrasting effects on sulfate levels.

### 3.3. Ortholog Analysis

To compare the water stress-responsive transcriptomes of the cotton and maize primary root elongation zones more directly and to better link them to the previous metabolite data, the DATs were subjected to an ortholog analysis to determine if the genes they represent are orthologous between the two species. Orthogroups were generated utilizing the (*Gossypium hirsutum*) genome (NAU-NBT v1.1) and the maize (*Zea mays*) genome (AGPv4) with a specific assembly for cv. FR697 [17], combined with genome resources from 27 other plant species (see Section 2). The combined 3154 DATs were cataloged into 1223 of the generated orthogroups, of which only 173 (14%) contained DATs from both species (Table S6). This finding implies that much of the primary root elongation zone responses of the two species to water stress is phylogenetically unrelated and could be considered at least lineage restricted. This result also indicates that 14% of the response utilizes orthologous genes and could be considered conserved between cotton and maize, and, thus, to predate the dicot/monocot divergence. To examine further which aspects of the water stress responses of the two species are conserved, or phylogenetically linked, DATs that have one-to-one matched orthologs were identified and filtered into their corresponding GO term categories, resulting in 501 DATs, 286 for cotton and 215 for maize, spanning 162 orthogroups (Table S7). The majority of the one-to-one orthologs fall into three main metabolic categories; ABA biosynthesis and receptors, amino acid metabolism, and carbohydrate metabolism (summarized in Figure 5). In addition, it is of note that sulfate transporter DATs, although in one case with contrasting changes in abundance, are also represented by one-to-one ortholog matches indicating the conserved nature of this aspect of the water stress response.

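Among the one-to-one orthologs of Table S7 each of the 3 main categories held increases and decreases. Of 25 transcripts of ABA biosynthesis and receptors, 17 increased and 8 decreased, the same when adjusted over the list alone. The increases were NCED, PP2C and G protein coupled receptor genes, and the decreases GRAM domain genes and a gene related to ABI3/VP1. Among them a GRAM domain ABA-responsive protein (Gh_A12G1208) fell from 22.4 ± 5.73 CPM in WW24 and 17.6 ± 4.33 CPM in WW48 to 1.92 ± 0.307 CPM in WS48 (SD, n = 3), log2 fold changes of −3.54 against WW24 and −3.19 against WW48 (edgeR adjusted p = 9.02e-06 and 1.92e-05). Of 16 transcripts of amino acid metabolism, 4 increased, 9 decreased and 3 did not pass (4 and 12 adjusted over the list alone). The increases were in P5CS genes and arginine decarboxylase 2, an enzyme of polyamine synthesis, and the decreases included alanine:glyoxylate aminotransferase, CTP synthase and glutamine dumper genes. A methylenetetrahydrofolate reductase family protein (Gh_D11G1706) went from 305 ± 46.1 CPM in WW24 and 253 ± 17.1 CPM in WW48 to 71.6 ± 0.884 CPM in WS48 (edgeR adjusted p = 1.06e-05 against WW48). Of 36 tested transcripts of carbohydrate metabolism, 16 increased, 16 decreased and 4 did not pass (17 and 19 adjusted over the list alone). Starch branching enzyme, ADP-glucose pyrophosphorylase and invertase genes were among the increases, and seed imbibition 1 and chloroplast beta-amylase genes among the decreases. Beta-amylase 1 (Gh_D10G1605) rose from 13.5 ± 3.04 CPM and 7.8 ± 0.864 CPM to 44.9 ± 6.91 CPM, log2 fold changes of 1.73 against WW24 and 2.52 against WW48 (edgeR adjusted p = 0.000104 and 1.03e-05). At an adjusted p of 0.01 the carbohydrate decreases numbered 10. The orthologs were chosen by the study among transcripts called on these samples and are not independent evidence of a direction.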

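In the sulfur metabolism category of Table S7, 5 of 8 transcripts decreased and 3 did not pass (7 decreased and 1 increased adjusted over the list alone). The decreases were the sulfate transporter 3;1 pair, an ACC synthase 6 pair and a rhodanese superfamily protein (Gh_D13G1280, named here after its values were seen). ACC synthase makes the precursor of ethylene from S-adenosylmethionine, and ACC synthase 6 (Gh_D11G0221) fell from 22.5 ± 20.3 CPM in WW24 and 36.0 ± 18.0 CPM in WW48 to 2.47 ± 0.362 CPM in WS48 (SD, n = 3), log2 fold changes of −3.17 against WW24 and −3.86 against WW48 (edgeR adjusted p = 0.00684 and 0.00205). Its WW24 libraries held 6.5, 45.3 and 15.5 CPM. A second ACC synthase 6 (Gh_A11G0207) fell by 2.86 and 4.12 (log2; edgeR adjusted p = 0.0441 and 0.00607) and was not called without WW24 replicate 2, without WS24 replicates 2 or 3, without WW48 replicates 1 or 2, without WS48 replicates 1, 2 or 3, in a fit of the compared groups alone, with limma-voom, at an adjusted p of 0.01 or without replicate 2 of WW24, WW48 and WS48 together. ACC synthase 8 (Gh_A11G1914) did not pass, with log2 fold changes of 1.1 against WW24 and 1.24 against WW48 (edgeR adjusted p = 0.0542 and 0.0286), but was called increased without WW24 replicate 2, without WS48 replicate 2, with DESeq2, with library size alone, with a likelihood-ratio test or without replicate 2 of WW24, WW48 and WS48 together. Of the 5 ACC synthase genes 2 decreased and 3 did not pass (4 decreased and 1 increased adjusted over the list alone). Sulfotransferases, which move sulfate groups onto other molecules, had 5 decreases and 2 genes that did not pass (7 decreases adjusted over the list alone). Sulfotransferase 16 (Gh_D03G0384) fell by 2.28 and 3.28 (log2; edgeR adjusted p = 0.00424 and 0.000329) and sulfotransferase 4A (Gh_A11G0076) by 1.52 and 1.58 (edgeR adjusted p = 0.00123 and 0.000864). Sulfotransferase 2A (Gh_D04G1950) had −1.25 against WW24 and −1.77 against WW48 (edgeR adjusted p = 0.147 and 0.0417). At an adjusted p of 0.01 the sulfotransferase decreases numbered 3. These transcripts were also chosen by the study on these samples and are not independent evidence of a direction.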

ABA exerts hormonal control to coordinate the physiological and metabolic responses of plants to abiotic stresses, including responses to water stress and desiccation [41]. ABA biosynthesis and its associated signaling pathway has origins deep in the land plant phylogeny and is genetically highly conserved [42,43]. ABA is synthesized both in plastids and the cytosol from isopentenyl diphosphate via a complex biosynthetic pathway, the rate limiting step of which involves the enzyme nine-cis-epoxycarotenoid dioxygenase (NCED) that utilizes violaxanthin and neoxanthin as substrates [44]. The ABA signaling pathway is regulated by the ABA-Pyrabactin Resistance1 (PYR1)/PYR1-Like/Regulatory Component of ABA Receptor (PYR/PYL/RCAR)/ Protein Phosphatase 2C (PP2C)–SNF1-Related Protein Kinase 2 (SnRK2) module [26]. 

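Nine-cis-epoxycarotenoid dioxygenase (NCED) cleaves carotenoids in the committed step of ABA synthesis. All 6 NCED genes of Table S1 increased in cotton against both controls (6 adjusted over the list alone). NCED3 (Gh_A13G1311) rose from 0.192 ± 0.332 CPM in WW24 and 1.24 ± 0.931 CPM in WW48 to 9.8 ± 0.682 CPM in WS48 (SD, n = 3), with a log2 fold change of 5.85 (SE 0.66, edgeR adjusted p = 0.000176) against WW24 and 3.09 (SE 0.48, edgeR adjusted p = 0.00143) against WW48. NCED9 (Gh_D01G0291) had 4.52 against WW24 and 3.2 against WW48 (edgeR adjusted p = 0.00149 and 0.00396), and a second NCED3 (Gh_D13G1614) had 4.56 and 2.11 (edgeR adjusted p = 0.000388 and 0.00729). NCED5 rose less against WW24: Gh_D06G1506 had log2 fold changes of 1.75 and 2.85 (edgeR adjusted p = 0.00868 and 0.000812) and Gh_A06G2014 of 1.35 and 2.64 (edgeR adjusted p = 0.0279 and 0.00119). Gh_A06G2014 was not called without WW24 replicates 1 or 3, without WS48 replicates 2 or 3, in a fit of the compared groups alone or at an adjusted p of 0.01. CYP707A enzymes, which inactivate ABA by hydroxylation, had 2 decreases and 1 gene that did not pass (2 decreases and 1 increase adjusted over the list alone). CYP707A3 fell in both genes: Gh_D08G1639 by 1.86 and 1.59 (log2; edgeR adjusted p = 0.00257 and 0.00567) and Gh_A08G1344 by 1.5 and 1.42 (edgeR adjusted p = 0.00226 and 0.00276). CYP707A2 (Gh_D07G0979) was at 52.3 ± 27.2 CPM in WW24, 17.7 ± 6.91 CPM in WW48 and 108 ± 25.2 CPM in WS48, log2 fold changes of 1.05 against WW24 and 2.6 against WW48 (edgeR adjusted p = 0.0695 and 0.000788), and it was called increased without WW24 replicate 1, without WW48 replicate 2, with DESeq2, with limma-voom, with library size alone or with a likelihood-ratio test. Both lists hold transcripts the study called on these samples. They are not independent evidence of a direction or of the share of a family that responded.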

ABA accumulates in the primary root elongation zone of maize and cotton under water-stressed conditions similar to those imposed in this study [14,45], and this is reflected in the observation that NCED transcripts accumulated in the transcriptomes of both species (Tables S1 and S2). Not only were DATs for NCED increased in abundance for both species; they also derived from directly orthologous genes (Table S7). The major component of the ABA signaling pathway that appeared to be regulated by water stress in the root elongation zone for both cotton and maize was the PP2C phosphatase, which comprised a significant number of the positive DATs for each transcriptome. 

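Most PP2C phosphatases of Table S1 rose in cotton, while the PYR1-like receptors listed there fell. PP2C phosphatases hold ABA signaling off until an ABA-bound receptor inhibits them. Of 16 PP2C genes, 13 increased, 2 decreased and 1 did not pass (13 and 3 adjusted over the list alone). Protein phosphatase 2CA (Gh_D04G0015) rose from 3 counts over the WW24 libraries to 51.5 ± 6.89 CPM in WS48 (SD, n = 3), a ratio of 445 (95% exact counting interval 152 to 2160), and by 8.05 (log2, SE 0.30, edgeR adjusted p = 8.63e-08) against WW48. A second gene of that name (Gh_A05G3589) rose from 1.99 ± 0.793 CPM and 1.33 ± 0.688 CPM to 53.1 ± 10.5 CPM, log2 fold changes of 4.76 against WW24 and 5.33 against WW48 (edgeR adjusted p = 4.58e-06 and 3.07e-06). Highly ABA-induced PP2C gene 2 (Gh_A05G0782) rose by a ratio of 218 (95% exact counting interval 60 to 1800) over WW24. The PP2C family proteins Gh_A04G0881 and Gh_D11G2776 fell by 1.44 and 1.56 (log2; edgeR adjusted p = 0.0109 and 0.00119) against WW24 and by 1.42 and 1.12 (edgeR adjusted p = 0.0104 and 0.0075) against WW48. Gh_A04G0881 was not called at an adjusted p of 0.01, nor Gh_D11G2776 without WW48 replicate 1 or without replicate 2 of WW24, WW48 and WS48 together.
All 9 PYR1-like genes of Table S1 decreased (9 adjusted over the list alone), and members of the family outside it were not counted. PYR1-like 6 (Gh_A06G1418) fell from 36.8 ± 6.26 CPM in WW24 and 35.0 ± 1.11 CPM in WW48 to 2.43 ± 1.56 CPM in WS48, log2 fold changes of −3.89 against WW24 and −3.82 against WW48 (edgeR adjusted p = 1.48e-05 and 1.91e-05). Another PYR1-like 6 (Gh_D06G1764) kept 2 counts over the WS48 libraries, a ratio of 255 (95% exact counting interval 70.2 to 2110) to WW24. The 7 genes of ABA responsive elements-binding factors and ABI5-binding proteins, the former transcription factors of the ABA response and the latter proteins that bind another such factor, all increased, and the 7 GRAM domain ABA-responsive genes all decreased, with the same counts adjusted over each list alone. ABA responsive elements-binding factor 2 (Gh_D05G2495) rose from 2.74 ± 1.47 CPM and 4.15 ± 1.47 CPM to 17.9 ± 1.42 CPM (edgeR adjusted p = 0.000234 and 0.000712), and ABI5-binding protein 2 (Gh_D13G0860) by 3.24 and 3.08 in log2 (edgeR adjusted p = 8.53e-05 and 8.7e-05). The GRAM domain gene Gh_D12G1331 fell by 2.24 and 2.38 (log2; edgeR adjusted p = 0.000708 and 0.000416). Both G protein coupled receptor genes increased (2 adjusted over the list alone): Gh_D01G0507 by 1.36 and 1.1 and Gh_A01G0491 by 1.55 and 1.19 (edgeR adjusted p at most 0.00796). Gh_D01G0507 was not called without WW48 replicate 1, nor Gh_A01G0491 without WS48 replicate 1. No gene in the parts of the paper's tables held here (of Table S6 the first 1998 of 18028 lines) carries a function of SnRK2 kinases. All these lists hold transcripts the study called on these samples. They are not independent evidence of a direction or of the share of a family that responded.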

As observed for the NCED DATs, the PP2C DATs arose from directly orthologous genes for cotton and maize, reflecting the conserved nature of the response (Table S7). PP2C phosphatases have a dual role in ABA signaling—in the absence of ABA they bind to the SnRK2 kinase and inhibit its activity, thus preventing its phosphorylation of the downstream effector, whereas in the presence of ABA, PP2Cs bind to ABA receptors to capture ABA [46]. High levels of PP2Cs can also act as a negative feedback mechanism that desensitizes plants to high ABA levels [47]. Without more detailed biochemical and genetic data, it is difficult to explain the role of an increase in PP2C transcripts in the primary root responses to water stress, but it is interesting to speculate that the high level of PP2C might be required to control the balance between ABA-mediated maintenance of growth in the apical 3 mm of the root tips during water stress [48] and the growth inhibitory aspects that an increase in ABA can induce [49,50].

Osmotic adjustment is a fundamental response to low water potentials that lessens tissue water loss by reducing cellular osmotic potential [30] and occurs in cells from algae to angiosperms. Osmotic adjustment is an important aspect of root growth maintenance under water stress [27,28,29]. Accumulations of osmolytes, including the two primary compounds sucrose and proline, were identified in the primary root elongation zones of both cotton and maize (Figure 5), consistent with roles in maintaining hydration and viability as well as in turgor maintenance for cell expansion [11]. 

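Genes of proline synthesis rose in the stressed cotton roots, and those of sucrose metabolism rose with an exception. All 3 genes of delta1-pyrroline-5-carboxylate synthase (P5CS) in Table S1, an enzyme that commits glutamate to proline, increased (3 adjusted over the list alone). P5CS1 (Gh_D04G1204) rose from 23.0 ± 4.08 CPM in WW24 and 15.9 ± 1.17 CPM in WW48 to 225 ± 15.4 CPM in WS48 (SD, n = 3), a log2 fold change of 3.29 (SE 0.16, edgeR adjusted p = 4.9e-07) against WW24 and 3.82 (SE 0.16, edgeR adjusted p = 2.28e-07) against WW48. The other P5CS1 gene (Gh_A04G1396) had 3.34 against WW24 and 3.86 against WW48 (edgeR adjusted p = 0.000265 and 0.000103). P5CS2 (Gh_A01G1899) had no read in WW24 and 40.8 ± 2.15 CPM in WS48, at least 353-fold higher, and a ratio of 1130 (95% exact counting interval 202 to 44700) to WW48, which had 1 count. Of 5 genes of sucrose metabolism, 4 increased and 1 decreased, as many when adjusted over the list alone. Sucrose phosphate synthase 1F (Gh_D06G1057), which makes the phosphorylated precursor of sucrose, rose from 1.03 ± 0.238 CPM and 2.02 ± 0.645 CPM to 4.52 ± 1.43 CPM, log2 fold changes of 2.14 against WW24 and 1.19 against WW48 (edgeR adjusted p = 0.00218 and 0.0263). It was not called without WW48 replicates 1 or 3, without WS48 replicates 1 or 3 or at an adjusted p of 0.01. Sucrose synthase 4 went both ways: Gh_A06G0716 rose from 4.63 ± 1.77 CPM and 8.29 ± 1.35 CPM to 19.1 ± 2.63 CPM, log2 fold changes of 2.07 against WW24 and 1.22 against WW48 (edgeR adjusted p = 0.000164 and 0.0032), and Gh_D05G0363, the more abundant, fell from 279.5 ± 99.4 CPM and 303 ± 37.3 CPM to 117 ± 13.2 CPM, log2 fold changes of −1.26 against WW24 and −1.37 against WW48 (edgeR adjusted p = 0.00304 and 0.00163). Gh_D05G0363 stood at 244, 392 and 203 CPM in the WW24 libraries and was not called without WW24 replicate 2 or without replicate 2 of WW24, WW48 and WS48 together. The invertase Gh_A09G1747, which splits sucrose into glucose and fructose, rose from 39.2 ± 26.8 CPM and 13.6 ± 5.48 CPM to 176 ± 26.0 CPM (edgeR adjusted p = 0.00403 and 0.00019).
Of 12 genes of the raffinose family pathway, 8 increased and 4 decreased, as many when adjusted over the list alone. Galactinol synthase 2 (Gh_A09G2130) rose from 0.701 ± 0.526 CPM and 0.378 ± 0.104 CPM to 19.4 ± 3.23 CPM, log2 fold changes of 4.78 against WW24 and 5.69 against WW48 (edgeR adjusted p = 1.23e-05 and 8.98e-06). Seed imbibition 2, an enzyme that acts on raffinose oligosaccharides, rose in Gh_A01G1088 by 2.89 and 2.27 (log2; edgeR adjusted p = 2.54e-06 and 8.63e-06) and fell in Gh_D12G1848 by 2.3 and 3.81 (edgeR adjusted p = 0.00164 and 5.53e-05). With limma-voom 1 of the 4 raffinose family decreases was called, and 2 without WS48 replicate 1 or at an adjusted p of 0.01. These lists too hold transcripts the study called on these samples. They are not independent evidence of a direction or of the share of a family that responded.

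**Figure D2:**
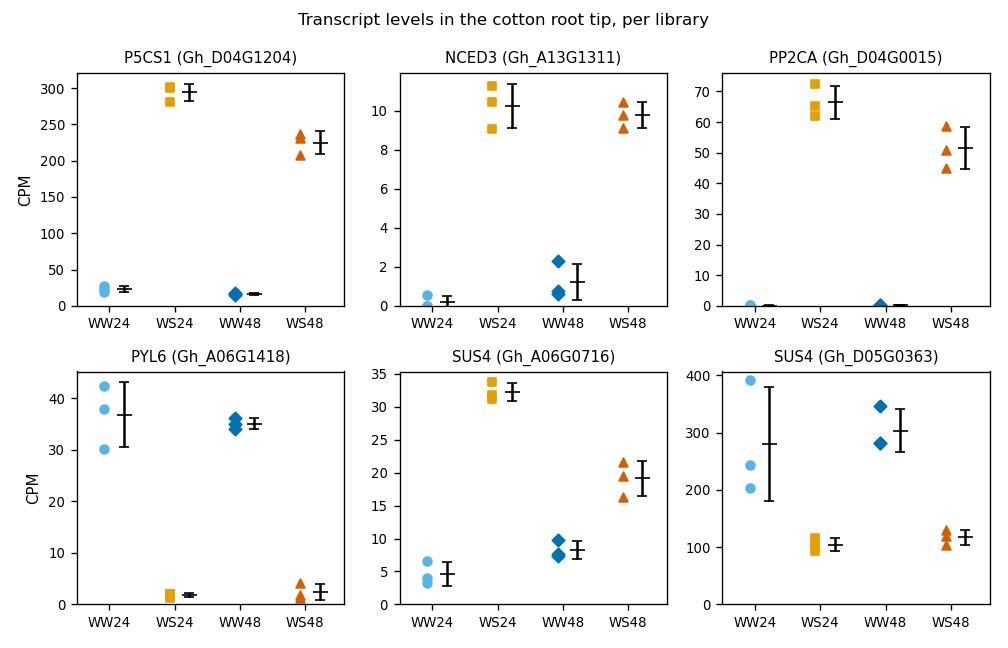
CPM of 6 cotton genes in the 12 libraries, 3 points per group with the mean (tick) and SD (bar) beside them, on linear axes from 0. The P5CS1, NCED3 and PP2CA genes lie higher and the PYR1-like 6 gene lower in WS24 and WS48 than in WW24 and WW48; the 2 sucrose synthase 4 genes go opposite ways, Gh_A06G0716 to 19.1 ± 2.63 CPM and Gh_D05G0363 to 117 ± 13.2 CPM in WS48.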

DATs encoding sucrose phosphate synthase (SPS) and delta1-pyrroline-5-carboxylate synthase (P5CS), key enzymes in sucrose and proline biosynthesis, respectively, as well as sucrose synthase (SUS), an enzyme that can catabolize or synthesize sucrose in sink tissues such as roots [51], all accumulated in the stressed roots of both species (Tables S1 and S2). The conserved nature of this aspect of the water stress response is highlighted by the fact that DATs for each of the three key enzymes, SPS, P5CS, and SUS, are represented by one-to-one orthologs for the two species (Table S7).

## 4. Conclusions

Soil water deficit leading to tissue dehydration provides a powerful selection pressure to evolve tolerance mechanisms because water limitation is such an existential threat. The transcriptome responses of the primary root elongation zones of cotton and maize to equivalent levels of tissue water stress support our previous physiological and metabolic findings that both conserved and species-specific responses are activated. The conserved nature of elevated transcript abundances for genes involved in ABA biosynthesis and signaling, as well as key enzymes that enable osmotic adjustment, point towards the adaptive nature of the response of these two processes in water-stressed roots. However, ortholog analysis revealed that 86% of the transcriptome response of the primary root elongation zone to water stress was phylogenetically unrelated between cotton and maize. In particular, the antioxidant response in water-stressed roots, at least with regard to glutathione metabolism and anti-oxidative enzymes, does not have such a transcript abundance adaptive signature that could be uncovered by the ortholog analysis. 

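Transcripts of the antioxidant enzymes listed here moved both ways in cotton. The list holds no gene of catalase or ascorbate peroxidase. Of 6 genes of superoxide dismutase, peroxiredoxin and methionine sulfoxide reductase, which remove superoxide, reduce peroxides and repair oxidized methionine, 4 increased and 2 decreased, as many when adjusted over the list alone. Fe superoxide dismutase 2 (Gh_D07G0457) rose from 3.73 ± 1.29 CPM in WW24 and 4.97 ± 0.90 CPM in WW48 to 38.2 ± 3.19 CPM in WS48 (SD, n = 3), log2 fold changes of 3.37 against WW24 and 2.93 against WW48 (edgeR adjusted p = 6.4e-06 and 1.23e-05). Copper/zinc superoxide dismutase 1 (Gh_A13G1450), the more abundant, fell from 789 ± 49.0 CPM and 649 ± 83.6 CPM to 261 ± 29.7 CPM, log2 fold changes of −1.6 against WW24 and −1.31 against WW48 (edgeR adjusted p = 5.63e-05 and 0.00019). The single-cysteine peroxiredoxin 1 (Gh_D10G1825) rose by 2.1 and 2.09 (log2; edgeR adjusted p = 0.00432 and 0.00378). Methionine sulfoxide reductase 4 rose in Gh_D03G1000 and Gh_A03G0529 by 1.25 and 1.18 against WW24 (edgeR adjusted p = 0.00127 and 0.0165), and methionine sulfoxide reductase 1 (Gh_D07G0552) fell by 1.13 (edgeR adjusted p = 0.00592). Gh_A03G0529 was not called without WW24 replicate 3, without WS48 replicate 1, in a fit of the compared groups alone or at an adjusted p of 0.01, nor Gh_D07G0552 without WS48 replicate 3 or with library size alone. Of 23 tested class III peroxidases, secreted enzymes of wall cross-linking and peroxide turnover, 4 increased, 13 decreased and 6 did not pass (4 and 15 adjusted over the list alone). The peroxidase Gh_A04G1453 fell from 18.3 ± 17.9 CPM and 68.8 ± 16.7 CPM to 0.345 ± 0.17 CPM, log2 fold changes of −5.62 against WW24 and −7.55 against WW48 (edgeR adjusted p = 0.000616 and 6.59e-05), with 6.62, 39.0 and 9.38 CPM in the WW24 libraries. Gh_D04G1593 fell by 3.59 and 6.12 (log2; edgeR adjusted p = 0.00435 and 0.00012), and Gh_A10G1627 rose by 2.04 and 3.99 (edgeR adjusted p = 0.00503 and 0.000136). The Table S7 category of redox process and oxidative stress response held 4 increases and 12 decreases, the same when adjusted over the list alone; its increases were HSP20-like chaperones and cytochrome P450 genes, and its decreases included peroxidases and FAD-dependent oxidoreductases. The increased class III peroxidases numbered 2 without WW24 replicates 1 or 3 or any one WS48 library, at an adjusted p of 0.01 and in a fit of the compared groups alone. Most of these transcripts were called by the study on these samples and are not independent evidence of a direction.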

The differential responses of the glutathione and sulfur metabolic pathways we previously reported for cotton and maize were not evident in the transcriptomic responses, implying that the primary root elongation zone of both species copes with water stress-induced oxidative stress by responding metabolically, more so for maize than cotton, and by providing ample antioxidant enzyme activities within the root tissues. This finding indicates that the antioxidant response in both species results from metabolic acclimation to the water deficit stress, and thus represents an example of water stress-related metabolic plasticity.

## Figures and Tables

**Figure 1:**
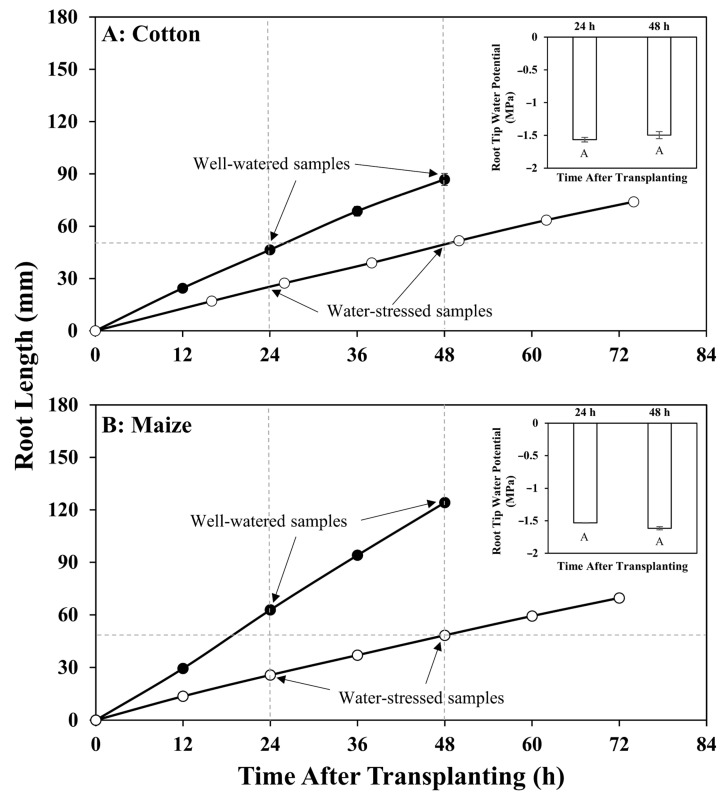
Increase in primary root length for (**A**) cotton and (**B**) maize seedlings with time after transplanting to well-watered or water-stressed conditions. Data points indicate times of root length measurement; dashed lines and arrows indicate the times (24 h and 48 h) at which root samples were collected for transcriptomics analyses. Insets show that the low water potential treatments (vermiculite water potentials: cotton, −1.0 MPa; maize, −1.6 MPa) generated equivalent tissue water potentials of approximately −1.6 MPa in the root elongation zone of both species at both sampling times. Data are reproduced with modification from Kang et al. [11], with permission.

**Figure 2:**
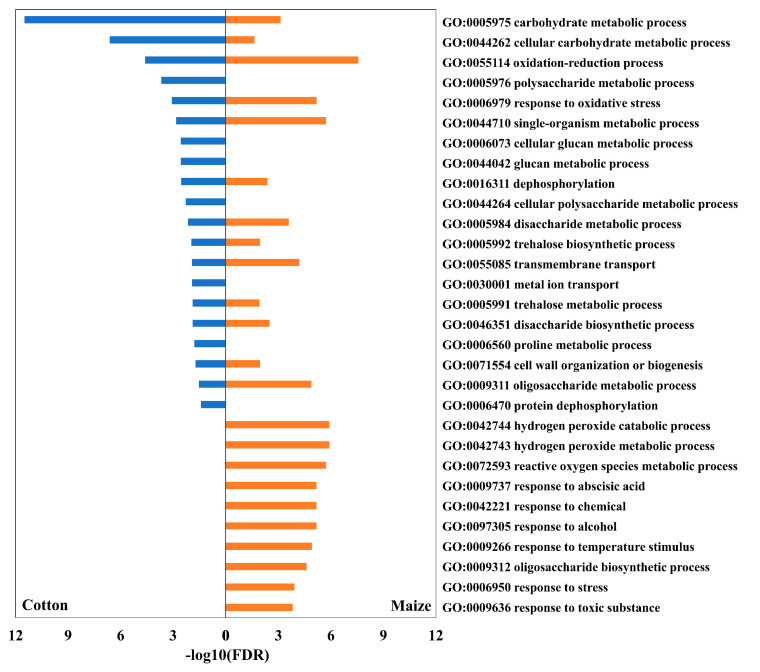
Biological process terms from GO enrichment analysis in the cotton and maize primary root elongation zones at 48 h after transplanting to the water stress treatment. All significant terms in cotton, with their corresponding values in maize, plus 10 additional terms with the highest significances in maize but not represented in cotton, are shown. Cotton: left panel (blue bars); maize, right panel (orange bars).

**Figure 3:**
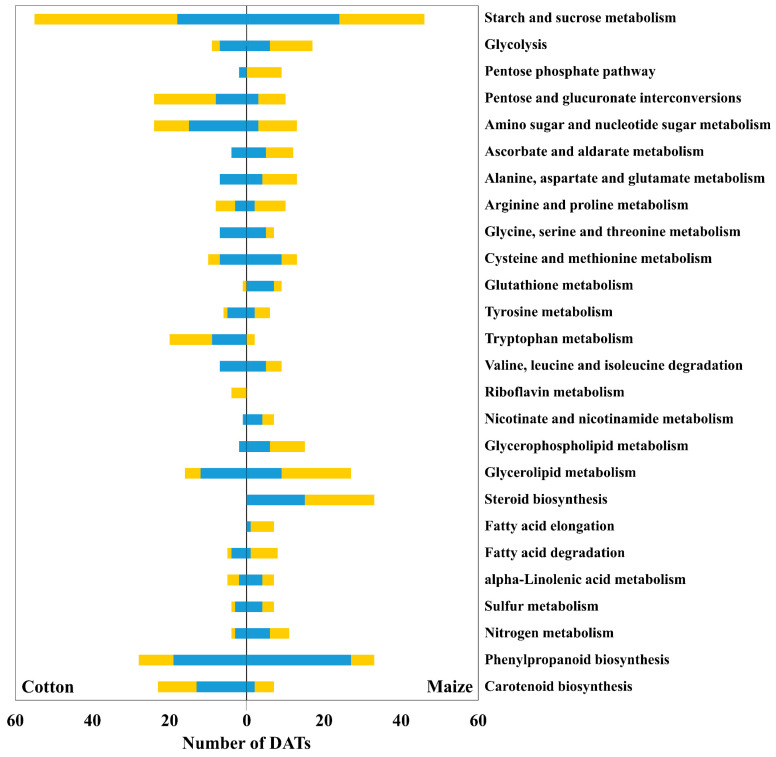
KEGG pathways with top numbers of participating DATs in the cotton and maize primary root elongation zones at 48 h after transplanting to the water stress treatment. The 20 highest ranked pathways in each species (according to the number of participating DATs), together with pathway differences that were distinguished between the species, are presented. Yellow bars indicate DATs with increased abundance; blue bars indicate DATs with decreased abundance. Left panel: cotton; right panel: maize.

**Figure 4:**
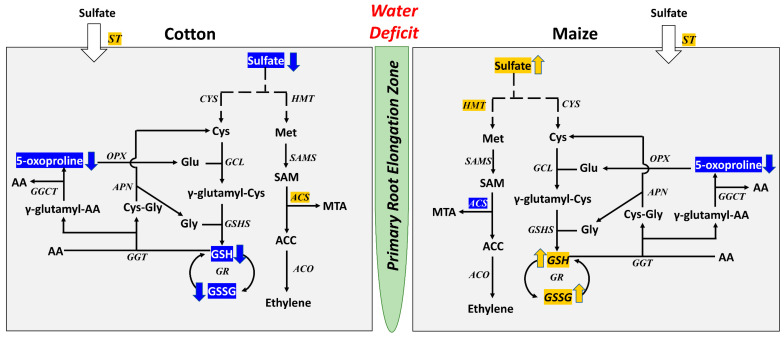
Summary of key changes of encoding transcripts of enzymes and metabolites in the primary root elongation zone of cotton (**left panel**) and maize (**right panel**) seedlings growing under water deficit conditions with a focus on sulfur and glutathione metabolism. Italic fonts represent key enzymes that have at least one encoding transcript increased (highlighted in yellow) or decreased (highlighted in blue) in abundance in water-stressed roots compared with well-watered controls. Arrows adjacent to the metabolites indicate increases (yellow) or decreases (blue) in abundance in water-stressed compared with well-watered roots. Enzymes with black font and no arrow beside the metabolite indicate no significant change. Abbreviations: ST, sulfate transporter; Cys, cysteine; Glu, glutamate; Gly, glycine; GSH, glutathione (reduced); GSSG, glutathione (oxidized); AA, amino acid; Met, methionine; SAM, S-adenosylmethionine; MTA, 5′-methylthioadenosine; ACC, 1-aminocyclopropane-1-carboxylate; CYS, cysteine synthase; GCL, glutamate-cysteine ligase; GSHS, glutathione synthase; GR, glutathione reductase; GGT, gamma-glutamyltranspeptidase; GGCT, gamma-glutamylcyclotransferase; OPX, oxoprolinase; APN, aminopeptidase N; HMT, homocysteine methyltransferase; SAMS, S-adenosylmethionine synthetase; ACS, 1-aminocyclopropane-1-carboxylate synthase; ACO, aminocyclopropane-carboxylate oxidase.

**Figure 5:**
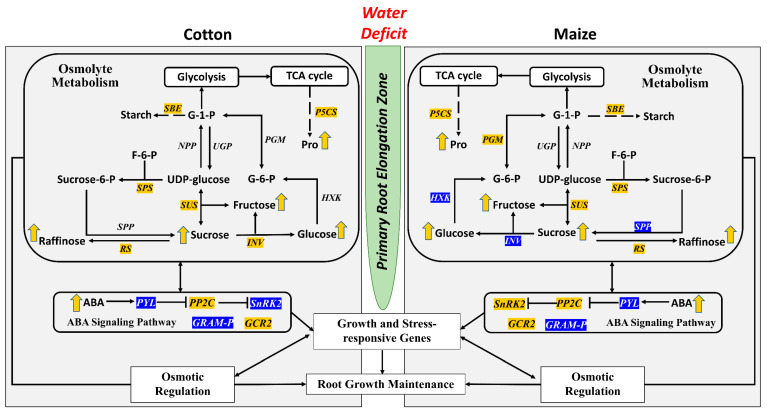
Summary of key changes of encoding transcripts of enzymes and metabolites in the primary root elongation zone of cotton (**left panel**) and maize (**right panel**) seedlings growing under water deficit conditions with a focus on osmolyte metabolism and the ABA signaling pathway. Italic fonts represent key enzymes that have at least one encoding transcript increased (highlighted in yellow) or decreased (highlighted in blue) in abundance in water-stressed roots compared with well-watered controls. Arrows adjacent to the metabolites indicate increases (yellow) or decreases (blue) in abundance in water-stressed compared with well-watered roots. Enzymes with black font and no arrow beside the metabolite indicate no significant change. Abbreviations: G-1-P, glucose-1-phosphate; F-6-P, fructose-6-phosphate; Sucrose-6-P, sucrose-6-phosphate; G-6-P, glucose-6-phosphate; Pro, proline; ABA, abscisic acid; SBE, starch branching enzyme; NPP, nucleotide diphosphatase; UGP, UDP glucose pyrophosphorylase; PGM, phosphoglucomutase; SUS, sucrose synthase; SPS, sucrose-phosphate synthase; SPP, sucrose-phosphate phosphatase; INV, invertase; HXK, hexokinase; RS, raffinose synthase; P5CS, delta 1-pyrroline-5-carboxylate synthase; PYL, PYR1-like; PP2C, protein phosphatase 2C; SnRK2, SNF1-related protein kinase; GRAM-P, GRAM domain-containing ABA-responsive protein; GCR2, G protein coupled receptor 2.

## Data Availability

Data are contained within the article and Supplementary Materials. RNA-seq data are available from the GEO database (Accession number: GSE221296).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12020287/s1, Figure S1: Pipeline of procedures for comparative transcriptomic and orthologous analyses to identify key water stress-responsive DATs and orthologs in the cotton and maize primary root elongation zones; Table S1: Ratios of transcript abundance of DATs that significantly changed in the elongation zone of cotton primary roots at 24 h and 48 h after water stress imposition compared with well-watered controls; Table S2: Ratios of transcript abundance of DATs that significantly changed in the elongation zone of maize primary roots at 24 h and 48 h after water stress imposition compared with well-watered controls; Table S3: Numbers of increased and decreased DATs assigned to KEGG pathways in cotton and maize primary root elongation zones in response to water stress; Table S4: Ratios of transcript abundance of DATs related to ROS metabolism that significantly changed in the elongation zone of maize primary roots at 24 h and 48 h after water stress imposition compared with well-watered controls; Table S5: DATs in KEGG pathways with distinguished differences between cotton and maize primary roots in response to water stress with their KEGG Orthology IDs; Table S6: Ortholog matches that contain DATs in cotton and maize primary roots in response to water stress identified with both ortholog analysis methods with the ortholog group IDs; Table S7: Ortholog group IDs and ratios of transcript abundance for orthologs that were DATs in both cotton and maize primary roots in response to water stress identified with different methods; Supplementary Data S1: Significant GO terms in the elongation zones of cotton and maize primary roots in response to water stress.

# Supplementary material for: Comparative Transcriptomics Reveal Metabolic Rather than Genetic Control of Divergent Antioxidant Metabolism in the Primary Root Elongation Zone of Water-Stressed Cotton and Maize
**Source:** Antioxidants (Basel). 2023 Jan 27;12(2):287. doi: 10.3390/antiox12020287

Figure S1. Pipeline of procedures for comparative transcriptomic and orthologous analyses to identify key water stress-responsive DATs and orthologs in the cotton and maize primary root elongation zones. WW, well-watered; WS, water-stressed.

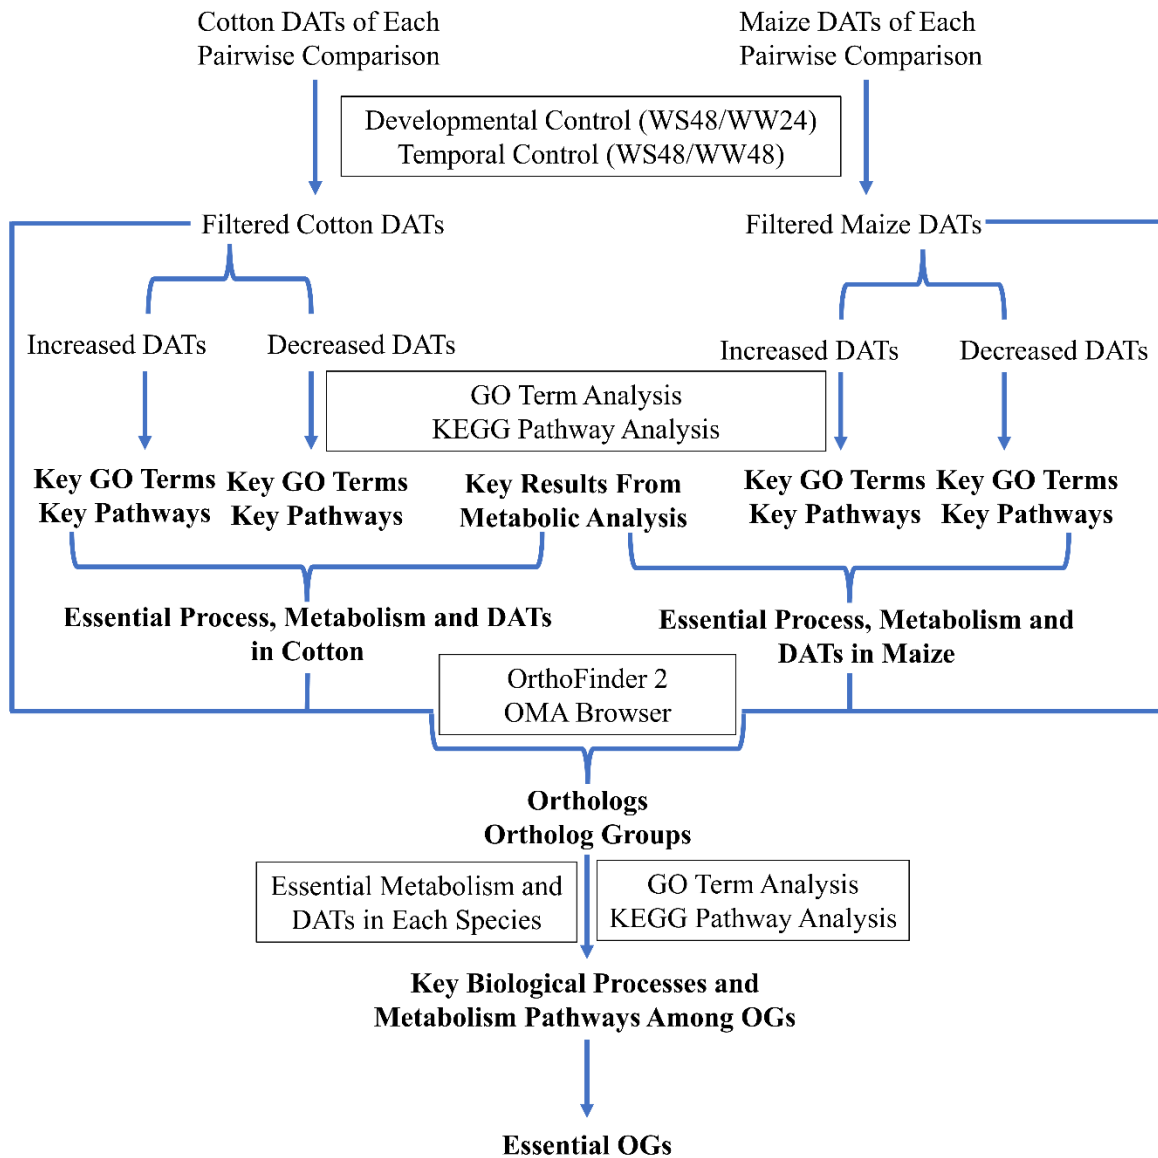

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

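RNA from the apical 12 mm of well-watered and the apical 6 mm of water-stressed cotton roots was sequenced at 24 h and 48 h, with 3 libraries in each of the 4 groups WW24, WS24, WW48 and WS48. The paper states that the replicates came from independent experiments, and each column of the deposited table was assigned by its name to the library of the same condition and replicate in the labels. All 12 libraries are of cotton, and the paper's maize libraries were not analysed here.

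The authors checked the reads with FASTQC 0.11.5 and aligned them to the upland cotton genome NAU-NBT v1.1. The submitters' processing notes name HISAT2 1.0 for the alignment and HTSeq 0.6.1 for the counting. The authors deposited whole-number counts of reads per gene for 70477 genes, with 4 further lines that name no gene and hold the reads outside genes, ambiguous between genes or not aligned (1 of the 4 lines holds no read). Reads in those 4 lines, given as shares below, were left out of library sizes and tests. Beside the counts, the authors deposited normalized values (a score, not read counts) that they had made with edgeR 3.14.0 and TMM and that were rounded to whole numbers, for 34722 genes. Those values were used only to find how they had been made: a minimum of 3 CPM in at least 1 library picked the same lines with 0 exceptions among 70481, and TMM computed with the 4 other lines left in the library sizes gave 100% of 416700 values within 1, the largest difference being 0.5. Whether the strand was used in counting is not given in the sources used here, so reads from a gene and its antisense partner cannot be separated, nor reads shared between the near-identical genes of the A and D subgenomes.

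Counts assigned to genes numbered 6433993 to 11316010 per library (median 10000113), 60.9% to 68.8% of all reads counted. Reads outside genes made up 16.9% to 19.1%, reads not aligned 13.3% to 20.6% and ambiguous reads 0.158% to 0.205%. Between 50420 and 54029 genes had a read, and the 10 genes with most reads held 1.97% to 2.95% of the counts. No libraries of a group were so alike that they had to be counted as 1: the chi-square of replicate pairs per degree of freedom was 2.09 or more, and 35.62 and 33.48 in the pairs that hold WW24 replicate 2.

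The counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filter at its default settings (a minimum count of 10 and total of 15), which left 43938 genes, libraries were scaled by TMM with factors of 0.857 to 1.058, and 1 negative binomial model of the 12 libraries, with a prior count of 0.125, was tested by quasi-likelihood with Benjamini-Hochberg adjustment. The paper names edgeR and TMM, and its text does not name the edgeR test. Its thresholds were used, an adjusted p of 0.05 or less and a log2 fold change of at least 1 in either direction, and its definition of a DAT, a call in the same direction in WS48/WW24 and WS48/WW48. WS24/WW24, WW48/WW24, WS48/WS24 and the difference between the stress effects at 48 h and 24 h were tested in the same model. Tested on simulated data with the real genes, means and library sizes (43938 genes, 200 of them changed in both comparisons of the DAT definition), the procedure recovered 59.7%, 76.1% and 84.8% of genes changed by 1.5, 2 and 3 on the log2 scale (67, 67 and 66 genes) and made 2 false calls. These data were drawn from the fitted model with no library that stands apart, so they do not give the error rate of the real calls.

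Functions of 1767 genes come from Tables S1, S5, S6 and S7 of the paper, of which Table S6 was held only as the first 1998 of 18028 lines, so no enrichment or set test was run. Of these genes 413 are outside Table S1, and the gene table of the reference given matched 0 of the cotton IDs. Gene groups and tissue markers were formed by words in those functions, and the paper's GO terms, Table S5 pathways and Table S7 categories were taken where they are listed in full. Most of their genes were picked by the study on these libraries. Counts adjusted over a list alone therefore control no error rate and are description only. Groups, named genes, tests and alternatives were set before the data were examined, though the values of Table S1 had been seen. Named are every cotton gene of Table S5, every gene of the ABA, proline, sucrose, raffinose, sulfate, glutathione S-transferase, antioxidant, ACC synthase and purple acid phosphatase groups in Table S1, the 10 increased and 10 decreased DATs with a function, a mean CPM of at least 1, no overlap between the WS48 and well-watered libraries and the largest changes against both controls, the 5 higher and 5 lower calls of each time comparison, and 2 to 4 genes with the largest WS48/WW48 change in every other group described; the text gives part of these as counts and ranges.

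The alternatives were DESeq2 1.42.0, limma-voom, edgeR's exact test and quasi-likelihood test on the compared groups alone, RLE factors or library size in place of TMM, other low-count filters and thresholds, the replicate number as a block, a prior count of 2, other definitions of a similar response at 24 h, and each library left out in turn. Added after seeing the data were edgeR's likelihood-ratio test, its quasi-likelihood test with robust spread, both tests with the filter and library sizes of the authors' normalized values, and a fit without replicate 2 of WW24, WW48 and WS48. Statistics over 3 libraries per group rest on the spread shared across genes, and bounds and intervals from counts cover counting error only.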

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

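In this part the tests of scaling, of library depth, of a swap, of the share of older tissue and of the spread that WW24 replicate 2 adds, and the likelihood-ratio test, were chosen only after the result was seen.

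The paper does not report WW48/WW24 and WS48/WS24, the comparisons of the times within each treatment. Between the controls, 2106 transcripts changed in WW48/WW24, 1553 higher and 553 lower, and with library size alone in place of TMM the median log2 fold change of all genes was 0.131 and the share of higher calls 86.9% against 73.7%. Under stress 168 changed in WS48/WS24, 56 higher and 112 lower, and the share of higher calls, 33.3%, was 44.2% with library size alone and 66.3% with DESeq2. With single libraries left out, WW48/WW24 had 1173, 5064 and 1104 calls without WW24 replicates 1, 2 and 3 and 761 without WW48 replicate 2, and WS48/WS24 had 291 and 1264 without WW24 replicates 1 and 2, 104 without WW48 replicate 1 and 28 to 49 without any one WS24 or WS48 library. Of 9 glutathione S-transferase genes named in the parts of the paper's tables held here, 5 were tested. All 5 were higher in WW48/WW24, with a median log2 fold change of 3.01 there and of −2.14 in WS48/WW48. Other members of this family, for which the paper reports the stress response, were not counted. Most of the 5 share a name, and how alike their sequences are was not measured, so shared reads stay possible.

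WW24 replicate 2 stood apart from the other WW24 libraries: of 27908 genes with a mean of at least 5 CPM, 6078 lay over 1 (log2) from the mean of the other libraries of the group, 3344 above and 2734 below, against 1812 in the next library, WW24 replicate 1, which argues against scaling or depth as the reason. On the line from the other WW24 libraries (0) to another group (1) it lay at 0.524 toward WW48, 0.256 toward WS48 and 0.035 toward WS24, and no library of another group lay beyond 0.227 on the line from its own group to WW24, which argues against a swap within the study; a wrong name or a library from outside cannot be told apart from pooled root tips that differed, since it lies near neither end of the line to WW48 (on the second principal component it lay at −82.1, beside −93.9 and −84.8 in WW24). Against the other WW24 libraries its median deviation was 2.13 (interquartile range 1.78 to 2.15) over 12 xylem genes and 0.77 (interquartile range 0.13 to 1.26) over 19 phloem genes, but −0.29 (interquartile range −0.50 to 1.36) over 5 root hair genes, −0.24 over 13 genes of dividing cells, −1.48 for the root cap gene and −0.11 over 4 photosynthetic genes. A larger share of older, differentiating tissue may account for it and cannot be told apart from other explanations, because the root hair genes, the lowest of the lists of older tissue at −0.29, went both ways. Of the xylem genes, laccase 14 (Gh_A05G2115) stood at 120.3, 313 and 141 CPM in the WW24 libraries; all 12 are expressed in these roots and were named by the study from these libraries.

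In the model of the 12 libraries WW48/WW24 had many calls and WS48/WS24 few. Fits of the compared groups alone reversed that order, with 359 calls in WW48/WW24 and 1561 in WS48/WS24, so it depends on the fit. In the model of the 12 libraries the WS48/WS24 calls rose to 1264 without WW24 replicate 2. The quasi-likelihood test of the difference between the stress effects called 0, with 5160 transcripts at an unadjusted p under 0.05. DESeq2 called 399, the likelihood-ratio test 436 and limma-voom 0. Without WW24 replicate 2 the quasi-likelihood test called 1693, so the spread this library adds is a candidate explanation for the count of 0. Leaving out any other library gave 8 calls or fewer. Of the WW48/WW24 calls, 85.9% had the same sign in WS48/WS24, which has no library in common with it, a share consistent with a common direction of the change with time in watered and stressed roots, which leaves open how alike its size was. Of the higher calls 84.8% had that sign, with a median log2 fold change of 0.78 in WS48/WS24, and of the lower calls 89.2%, with a median of −0.54, while 2.8% were also called there. A change with age, the biological explanation the design gives, stays open; the paper states that the replicates came from independent experiments, so that differences between single harvests enter the spread of the replicates.

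In WS48/WW48 more transcripts were decreased (2628) than increased (1397), 34.7% of the calls being higher. The share was at most 36.4% with RLE factors or library size alone and 42.1% without WW48 replicate 2, the shallowest library, which argues against scaling and against that library's depth as the whole reason. The median log2 fold change was −2.37 (interquartile range −2.80 to −1.33) over the xylem genes and −0.84 (interquartile range −2.18 to −0.08) over the phloem genes, but 1.15 (interquartile range −1.04 to 1.51) over the root hair genes, 1.33 over those of dividing cells, 1.64 for the root cap gene and −0.27 over the photosynthetic genes. A smaller share of older tissue in tips of 6 mm against 12 mm may contribute and cannot be told apart from an effect of stress, since tip length goes with the treatment and the root hair genes, at a median of 1.15, went both ways. The effect of stress itself stays among the open explanations.

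Among 100 of the ways to divide the 9 libraries of the DAT definition into the same groups, drawn at random with the real one included, 1 gave as many increased and 1 as many decreased DATs, the real one, with 721 and 949 against 711 and 854 in the highest other. That other division keeps the WS48 libraries together. The divisions that break them up mix groups that differ, which widens the spread and lowers the counts. The test therefore cannot exclude chance for the real counts. The 3 divisions that keep the WS48 libraries together, the real one included, gave the high counts, and the highest of the 97 others gave 186 increased and 93 decreased. With 3 libraries against 3 there are 10 divisions, too few for a share under 0.05. In each of these comparisons 1 of the 10, the real one, had the highest count: 1569 increased and 1713 decreased in WS48/WW24 and 1647 and 2165 in WS24/WW24 (highest other 0), 1397 and 2628 in WS48/WW48 (highest other 36) and 168 in WS48/WS24 (highest other 0). For WW48/WW24 the real count was 2106 and the highest other 1827, from the division that puts WW24 replicate 2 with WW48 replicates 1 and 2; WW24 replicate 2 lies between the other WW24 libraries and WW48 (0.524 on that line). For the difference between the stress effects, the real count was 0 and the highest other 410; since every division gives at least 0, this count says nothing about chance.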

How the results depend on the processing

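The settings with a likelihood-ratio test, with robust spread, with the filter of the authors' normalized values or without replicate 2 of WW24, WW48 and WS48 together were chosen only after the result was seen. In no setting was a DAT called in the opposite direction. Under DESeq2 754 transcripts were increased and 1144 decreased DATs, of which 700 and 942 were DATs in the fit reported, and with RLE factors 711 and 959, of which 710 and 945 were. With library size alone 864 were increased and 826 decreased, so that the excess of decreases turned. It turned as well without WW24 replicate 2 (874 increased and 763 decreased, of which 670 and 682 were DATs in the fit reported). Without replicate 2 of WW24, WW48 and WS48 together, 945 were increased and 859 decreased. The filter of CPM above 1 in 3 libraries kept the same 43938 genes and tests nothing, and a quasi-likelihood test with robust spread moved no count past 1.5 times. Of 615 fold changes of named genes, RLE factors left every call as it was and DESeq2 added 18 calls, while limma-voom ended 27 and added 4, library size alone ended 11 and added 8, the exact test ended 1 and added 12, and 61 calls ended at an adjusted p of 0.01 and 40 in fits of the compared groups alone. Of 198 counts over single lists, 11 moved past 1.5 times with DESeq2, 34 in fits of the compared groups alone, 58 at an adjusted p of 0.01 and 132 with glmTreat. Depth limits the genes with few reads: folds against groups with no read are lower bounds, and the low-count filter left 43938 of 70477 genes. Of the values below the cause was not tested, apart from thresholds, whose own construction sets the number of calls.

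By threshold, an adjusted p of 0.01 gave 441 increased and 490 decreased DATs, 830 and 963 calls in WS48/WW24, 862 and 1301 in WS48/WW48, 929 and 1061 in WS24/WW24, 626 in WW48/WW24 and 33 in WS48/WS24, with 123 decreases in the paper's GO and category lists, 14 changed tissue markers and 449 shared decreases with Table S1. A test against a log2 fold change of 1 (glmTreat) gave 197 and 197 DATs, 379 and 346 calls in WS48/WW24, 340 and 614 in WS48/WW48, 445 and 483 in WS24/WW24, 191 in WW48/WW24 and 3 in WS48/WS24. It left 52 increases and 39 decreases in the function lists, 56 and 52 in the GO and category lists, 6 changed markers, 162 and 182 DATs shared with Table S1 and 93 named DATs, and the shares of DATs with a similar response at 24 h were 88.8% of all and 92.4% of the increased. With no fold-change minimum there were 1260 and 1508 DATs, 2478 and 3174 calls in WS48/WW24, 3249 increases in WS48/WW48, 2987 and 3349 calls in WS24/WW24 and 3789 in WW48/WW24, and the shares were 81.4%, 84% and 79.3% of all, increased and decreased DATs.

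By definition of a similar response at 24 h, the shares were 99.6%, 99.9% and 99.5% for the same sign alone, 87.9% of all and 86.5% of decreased DATs with no fold-change minimum at 24 h, and 48.3%, 58.9% and 42.7% with WS48/WW48 calls in place of DATs.

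By test, fits of the compared groups alone gave 568 decreased DATs, 846 increases and 910 decreases in WS48/WW24, 1182 decreases in WS24/WW24, 359 calls in WW48/WW24 and 1561 in WS48/WS24, 12 changed markers, 500 decreases shared with Table S1 and shares of 82.3% of all and 82.7% of increased DATs. WS48/WS24 had 861 calls with DESeq2, 1950 with the exact test, 1160 with the likelihood-ratio test, 923 with that test and the authors' filter and 257 with no low-count filter. The difference between the stress effects had 399 calls with DESeq2, 436 with the likelihood-ratio test, 458 with that test and the authors' filter, 22 with no low-count filter and 9 with library size alone, where the quasi-likelihood test gave 0 (5160 at an unadjusted p under 0.05). The share of all DATs with a similar response was 83% with the exact test, and that of increased DATs 84.4% with limma-voom. With the authors' filter the shares were 87.1% of all and 85.5% of decreased DATs by the likelihood-ratio test and 87.7%, 90.5% and 85.8% of all, increased and decreased DATs by quasi-likelihood. Without replicate 2 of WW24, WW48 and WS48 there were 2417 increases in WS48/WW24, 4247 calls in WW48/WW24, 1114 in WS48/WS24 and 1684 in the difference.

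With each library left out in turn, decreased DATs ranged from 619 (without WS48 replicate 3) to 1188 (without WW24 replicate 1), increases in WS48/WW24 from 1112 (without WS48 replicate 2) to 2506 (without WW24 replicate 2), decreases in WS48/WW48 from 1546 (without WS48 replicate 3) to 3516 (without WW24 replicate 2), decreases in WS24/WW24 from 1255 (without WS24 replicate 2) to 3078 (without WW24 replicate 1), calls in WW48/WW24 from 761 (without WW48 replicate 2) to 5064 (without WW24 replicate 2), calls in WS48/WS24 from 28 (without WS24 replicate 2) to 1264 (without WW24 replicate 2) and calls in the difference from 0 to 1693 (without WW24 replicate 2). Calls in WW48/WW24 numbered 1173 without WW24 replicate 1 and 1104 without WW24 replicate 3, and those in WS48/WS24 291 without WW24 replicate 1, 104 without WW48 replicate 1 and 49 or fewer without any one WS24 or WS48 library (28 also without WS48 replicate 2). Decreases in WS24/WW24 numbered 1382 and 1402 without WS24 replicates 1 and 3, those in WS48/WW48 1582 without WW48 replicate 2 and 1588 without WS48 replicate 1, and calls in the difference 8 without WW24 replicate 3 and 3 without WW48 replicate 1. Changed markers ranged from 17 (without WS48 replicate 1) to 34 (without WW24 replicate 1), and the shares with a similar response at 24 h from 75.3 (without WS24 replicate 2) to 88.4 (without WS48 replicate 3) percent of all, 80.4 (without WS24 replicate 3) to 90.3 (without WW48 replicate 3) percent of increased and 70.6 (without WS24 replicate 2) to 87.4 (without WS48 replicate 3) percent of decreased DATs.

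The odds that a DAT lay in the A rather than the D subgenome had ratios of 1.027 for increased and 0.987 for decreased DATs, neither past the threshold in any setting, and crossed 1 for the increased with the exact test (0.963), limma-voom (0.976), glmTreat (0.944), the likelihood-ratio test (0.966) and that test with the authors' filter (0.995), and for the decreased with DESeq2 (1.053), no low-count filter (1.021) and the likelihood-ratio test (1.011). With each library left out they ranged from 0.962 to 1.046 and from 0.899 to 1.023. The sign also turned in comparisons where the genes were not called. For the lipid transfer gene, Gh_D11G0250 WS48/WW24 had a log2 fold change of −0.05, 0.183 with limma-voom, 0.097 with library size alone and −0.392 to 0.828 with single libraries left out. For a glutathione S-transferase, Gh_A09G1510 WS24/WW24 ranged from −0.763 to 0.293 and Gh_A09G1510 WS48/WW48 from −3.347 to 0.485 with single libraries left out, and the first had 0.278 without replicate 2 of WW24, WW48 and WS48, a setting in which the cytochrome P450 result Gh_D01G1909 WS24/WW24 had 0.305 (−0.68 to 0.325 with single libraries left out). With single libraries left out, Gh_A08G0609 WS24/WW24 ranged from −0.753 to 0.271 and, for pleiotropic drug resistance 11, Gh_D09G1331 WS48/WW48 from −0.013 to 0.46.

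By the rule used, a correlation above 0.1 in every pair with the same number, the replicate numbers do not pair the libraries: of 18 pairs of libraries with the same number, 6 had correlated deviations from their group means above 0.1, with correlations from −0.179 to 0.38 and a median of −0.007 (0.007 between different numbers), and 5 of 12 libraries correlated best with their own number. Replicate 2 of WW48 correlated with replicate 2 of WW24 (0.38) and of WS48 (0.236), and the latter 2 with each other (0.142), but WS24 replicate 2 had −0.179 with WW24 replicate 2. With a replicate block 739 increased and 983 decreased DATs were called, of which 697 and 892 were DATs without it, 276 calls were made in WS48/WS24, and Gh_D11G0250 WS48/WW24 had 0.102.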

Differences from the paper's values

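The likelihood-ratio test and the filter of the authors' normalized values were chosen only after the result was seen. No value set beside the paper's differed by the rule used, a gap beyond the error, or a factor over 1.5: not the counts of increased and decreased DATs, not the shares with a similar response at 24 h, and not the 198 log2 fold changes of named genes against each control. This is no independent check of the paper. The fold changes come from the same read counts, and a factor of 1.5 is too wide to tell shares of this size apart. The paper's text names edgeR but not its test, and its counts are 591 increased and 931 decreased DATs against 721 and 949 here. The edgeR likelihood-ratio test with that filter, chosen after seeing the values, gave 610 increased and 934 decreased, 579 and 892 of them in Table S1, so that it drops 12 and 39 of the paper's own DATs; its log2 fold changes lay within 0.032 of Table S1 in WS48/WW24 and within 0.062 in WS48/WW48 over 1522 transcripts. Other settings that call transcripts of Table S1 not called here were DESeq2, with 544 increased and 879 decreased of them against 529 and 761 here, the likelihood-ratio test on all genes tested, with 559 and 884, the exact test (535 and 776), limma-voom (547 increased), library size alone (557 increased), RLE factors (762 decreased), no low-count filter (773 decreased), no fold-change minimum (538 and 769), the quasi-likelihood test with the authors' filter (535 and 766), a replicate block, and the fit without WW24 replicate 1 (844 decreased).

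The paper states that sucrose synthase transcripts accumulated in stressed cotton roots. Of the sucrose synthase genes named in Table S1, Gh_A06G0716 increased, with log2 fold changes of 2.07 against WW24 and 1.22 against WW48, and Gh_D05G0363 decreased, with −1.26 and −1.37, a decrease not called without WW24 replicate 2.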

Other observations

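No test in this part was chosen only after the result was seen.

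Genes of water channels and of wall loosening moved in different directions after 48 h of stress. Of 9 aquaporins, channels that carry water across membranes, 7 decreased, 1 increased and 1 did not pass (8 decreased and 1 increased adjusted over the list alone). Delta tonoplast integral protein (Gh_D03G0583), a channel of the vacuole and among the abundant transcripts of the root tip, fell from 2940.0 ± 304 CPM in WW24 and 1925 ± 351 CPM in WW48 to 558 ± 82.8 CPM in WS48 (SD, n = 3), log2 fold changes of −2.4 against WW24 and −1.78 against WW48 (edgeR adjusted p = 1.12e-05 and 8.7e-05). Plasma membrane intrinsic protein 2 (Gh_A08G2559) had −1.96 against WW24 and −2.31 against WW48 (edgeR adjusted p = 0.00159 and 0.000498), with 42.4, 95.7 and 49.9 CPM in the WW24 libraries. The increase, in plasma membrane intrinsic protein 3 (Gh_D10G0861, named here after its values were seen), was lost without any one WS24 library, WW48 replicates 2 or 3 or WS48 replicates 1 or 3, at an adjusted p of 0.01 or in fits of the compared groups alone, and the decreases numbered 4 without WS48 replicate 2. Of 12 expansins 7 increased, 4 decreased and 1 did not pass (7 and 5 adjusted over the list alone). A second gene of expansin-like B1 (Gh_D03G1609) had no read in the well-watered libraries and 24.1 ± 6.94 CPM in WS48, at least 206-fold and 219-fold higher, and expansin A10 (Gh_A13G0672) stood at 25.4 ± 2.1 CPM in WS48, with 3.74 against WW24 and 3.35 against WW48 (edgeR adjusted p = 7.74e-05 and 0.000119). Expansin 12 (Gh_D01G0492) fell by 3.83 and 2.11 on the log2 scale (edgeR adjusted p = 0.000398 and 0.0139) and was not called at an adjusted p of 0.01, where the expansin decreases numbered 2. Xyloglucan endotransglucosylase/hydrolases fell in 8 of 12 genes and did not pass in 4 (11 decreased adjusted over the list alone; 5 at an adjusted p of 0.01 or in fits of the compared groups alone), and xyloglucan endotransglucosylase/hydrolase 9 (Gh_D13G0639) fell by 2.58 and 3.18 (edgeR adjusted p = 0.000505 and 0.000117). Among 39 tested genes of pectin modification 18 increased, 10 decreased and 11 did not pass (20 and 11 adjusted over the list alone; the decreases numbered 6 without WS48 replicate 1 or at an adjusted p of 0.01), with a pectate lyase (Gh_D12G1856) at 2.06 against WW24 and 2.82 against WW48 (edgeR adjusted p = 0.000188 and 3.01e-05). Laccases, which polymerize lignin, fell in 2 of 9 genes and did not pass in 7 (9 decreased adjusted over the list alone), and laccase 14 (Gh_A05G2115) went from 191 ± 106 CPM in WW24 to 24.7 ± 3.89 CPM in WS48, with −2.95 against WW24 and −3.54 against WW48 (edgeR adjusted p = 0.000525 and 0.000154). The laccase decreases numbered 7 without WW24 replicate 1, 6 with the exact test, 5 with DESeq2 and 1 without WS48 replicates 1 or 3, at an adjusted p of 0.01 or in fits of the compared groups alone. In WS48/WW48, where tips of 6 and 12 mm go with the treatment, the xylem markers had a median log2 fold change of −2.37 (interquartile range −2.80 to −1.33). Laccase 14 is itself among them. The root hair markers went both ways, with a median of 1.15 (interquartile range −1.04 to 1.51).

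Lipid transfer proteins, small secreted proteins that bind lipids, and jasmonate genes held more decreases than increases. Of 27 tested lipid transfer genes 4 increased, 14 decreased and 9 did not pass (4 and 15 adjusted over the list alone; 9 decreases without WS48 replicate 2). Gh_D01G1342 had no read in the well-watered libraries and 14.9 ± 5.29 CPM in WS48 (SD, n = 3), at least 127-fold and 135-fold higher, and Gh_A01G1193 rose by 6.73 and 6.26 on the log2 scale (edgeR adjusted p = 5.64e-06 and 7.19e-06). Gh_D11G0251 was at 83.8 ± 16.3 CPM in WW24 and 0.873 ± 0.111 CPM in WS24 and at 158 ± 52.2 CPM in WW48 and 9.5 ± 1.0 CPM in WS48, so that it lay below the controls at both times and rose from 24 h to 48 h of stress, with a log2 fold change of 3.43 (SE 0.31, edgeR adjusted p = 0.00129) in WS48/WS24. Of 5 jasmonate genes 4 decreased and 1 did not pass (5 decreased adjusted over the list alone; 2 without WW24 replicate 2 or WS48 replicate 1, at an adjusted p of 0.01 or in fits of the compared groups alone), among them jasmonate-zim-domain protein 6 (Gh_D10G0531), a repressor of jasmonate signaling, with −1.64 against WW24 and −1.99 against WW48 (edgeR adjusted p = 0.00328 and 0.000904). All 10 transcripts of the major facilitator superfamily in Table S7 increased (10 adjusted over the list alone). Most genes of these groups (19 of 29 for lipid transfer) come from Table S1, which the study drew from these samples, so none of the groups is independent evidence of a direction.

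Between the well-watered controls, some genes changed with time. A glycosyl hydrolase (Gh_D09G0637) rose from 3 counts over WW24 by a ratio of 405 (95% exact counting interval 138 to 1970), with 8.65, 93.1 and 52.8 CPM in the WW48 libraries, and a NAC-like gene (Gh_D12G2767), of a family of plant transcription factors, by a ratio of 47.5 (95% exact counting interval 16 to 233). A lipid transfer gene (Gh_D13G1963) fell from 44.5 ± 7.45 CPM to 13.7 ± 1.66 CPM (SD, n = 3), a log2 fold change of −1.69 (SE 0.19, edgeR adjusted p = 0.000974). Under stress, pleiotropic drug resistance 11 (Gh_D09G1331), a membrane carrier, fell from 9.18 ± 1.81 CPM in WS24 to 1.98 ± 0.661 CPM in WS48, a log2 fold change of −2.2 (SE 0.26, edgeR adjusted p = 0.00458), and a caleosin (Gh_D09G0573), a protein of oil bodies, had −2.53 (SE 0.43, edgeR adjusted p = 0.0315).

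The A and D subgenomes were compared for their share of DATs. Increased DATs did not differ past the threshold between the subgenomes (odds ratio 1.027 for A against D, p = 0.734 in a Fisher's exact test), nor did decreased DATs (odds ratio 0.987, p = 0.842).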
